# A multiplexed, single-cell sequencing screen identifies compounds that increase neurogenic reprogramming of murine Muller glia

**DOI:** 10.7554/eLife.92091

**Published:** 2024-12-12

**Authors:** Amy Tresenrider, Marcus Hooper, Levi Todd, Faith Kierney, Nicolai A Blasdel, Cole Trapnell, Thomas A Reh

**Keywords:** single-cell sequencing, retina, reprogramming, neuron, cell signaling, Mouse

## Abstract

Retinal degeneration in mammals causes permanent loss of vision, due to an inability to regenerate naturally. Some non-mammalian vertebrates show robust regeneration, via Muller glia (MG). We have recently made significant progress in stimulating adult mouse MG to regenerate functional neurons by transgenic expression of the proneural transcription factor Ascl1. While these results showed that MG can serve as an endogenous source of neuronal replacement, the efficacy of this process is limited. With the goal of improving this in mammals, we designed a small molecule screen using sci-Plex, a method to multiplex up to thousands of single-nucleus RNA-seq conditions into a single experiment. We used this technology to screen a library of 92 compounds, identified, and validated two that promote neurogenesis in vivo. Our results demonstrate that high-throughput single-cell molecular profiling can substantially improve the discovery process for molecules and pathways that can stimulate neural regeneration and further demonstrate the potential for this approach to restore vision in patients with retinal disease.

## Introduction

In mammalian species, retinal neurodegeneration results in permanent visual impairment because the central nervous system (CNS) lacks an endogenous regenerative capacity. In contrast, many non-mammalian vertebrates can replace lost neurons via neurogenic reprogramming of non-neuronal cells (Todd and Reh, 2022). Efforts to stimulate neural cell replacement in mammals, akin to what occurs in regenerative species, have been met with some success (Jorstad et al., 2017; Lentini et al., 2021). These approaches are typically focused on using transcription factors (TFs) to reprogram glial cells into neurogenic precursors in contexts across the CNS (brain, retina, and spinal cord). However, the reprogramming is incomplete, affecting only a subset of cells or producing cells without mature neuronal markers. Given the vast array of small molecules and biologics available, there is potential to screen for factors that improve such gene therapy techniques. Scalable methods capable of screening an increased number of reprogramming treatments have the potential to uncover factors that improve the regenerative potential of the mammalian CNS. These efforts may lead to future cell-replacement therapeutics.

We have recently developed methods to stimulate the regeneration of neurons from Muller glia (MG) in the mammalian retina in vitro and in vivo (Jorstad et al., 2017; Pollak et al., 2013; Jorstad et al., 2020; Todd et al., 2021; Todd et al., 2022; Ueki et al., 2015). The in vitro viral overexpression of Ascl1 in primary MG is able to reprogram glia from young mice to acquire a neurogenic progenitor state and generate neurons (Pollak et al., 2013; Gascón et al., 2016), and similar results have been obtained with brain astrocytes (Pollak et al., 2013; Gascón et al., 2016). Ascl1 can also stimulate a neurogenic state in MG in vivo using a transgenic mouse line that targets this TF specifically to MG. When these mice are subjected to retinal injury using a neurotoxic dose of NMDA (N-methyl-D-aspartate) and subsequently treated with histone deacetylase (HDAC) inhibitors, the MG regenerate functional neurons in adult mice (Jorstad et al., 2017). Follow-up studies combining Ascl1 with other TFs have proven useful in stimulating glia to regenerate alternate arrays of neuronal fates (Todd et al., 2021; Todd et al., 2022). These findings have established glia as a promising source for new neurons that could potentially be used to treat neurodegenerative disorders; however, the efficacy of neurogenesis is often too low to provide enough cells for functional recovery. Several studies have shown that cell signaling molecules can also affect the process of reprogramming cell fates, and investigators have suggested that small molecules might be useful in optimizing this approach for clinical applications of neural repair in combination or separate from TF overexpression (Jorstad et al., 2020; Gascón et al., 2016; Janowska et al., 2019; Cheng et al., 2015; Gao et al., 2017).

To identify additional compounds that aid in the reprogramming process and further stimulate neurogenesis from MG-derived progenitors, we set forth to design an assay that could scale the number of small molecules tested in a given in vitro experiment. Several limitations had made such plate-based screening difficult in the past: (1) screening was performed using marker genes and required the design of specific mice or cell lines to detect the emergence of only a single-cell type; (2) MG are not a large population of cells in the retina of young mice, thus the starting material is limited; and (3) current imaging-based methods to quantify the reprogramming outcome are low throughput. While traditional single-cell sequencing methods enable the molecular characterization of all cell types in a culture using low cell input without the need for marker genes, they are too costly for most labs to perform for more than a handful of samples. sci-Plex, a combinatorial indexing-based technology, scales the number of samples within a given single-cell sequencing experiment to up to thousands of samples, overcoming such limitations (Srivatsan et al., 2020; Srivatsan et al., 2020; Cao et al., 2017). However, current applications of sci-Plex have been performed in combination with the high-throughput sci-RNA-seq3 protocol using culturing systems or organisms in which cell number is not limited (Srivatsan et al., 2020; Saunders et al., 2022; Dorrity et al., 2022; Tresenrider et al., 2023). Here, we demonstrate that sci-Plex is also compatible with lower input samples in combination with the sci-RNA-seq2 protocol which requires a lower cell input and has a higher cell recovery rate. Our application of sci-Plex to reprogramming MG is the first demonstration of sci-Plex’s utility for screening chemical compounds in a low abundance primary cell type with disease relevance. To examine and validate the utility of sci-Plex for this purpose, we applied sci-Plex to MG exposed to Ascl1 overexpression for different timings and durations. We saw that, increasing the length of Ascl1 exposure increased the number of neurons produced, and we uncovered molecular features associated with progression toward the neuronal fate. When we applied sci-Plex to a small molecule screen for factors associated with stem cell biology, we uncovered compounds that had effects on neurogenesis and total cell recovery. Several of the most effective compounds identified in vitro were further tested in vivo in a reprogramming assay where Ascl1 is over-expressed specifically in MG (i.e. ANT protocol). The results of this secondary in vivo screen identified two compounds that significantly enhanced neurogenesis in adult mouse retina.

## Results

### sci-Plex captures the in vitro temporal dynamics of neurogenic reprogramming from MG

We first aimed to assess the ability of sci-Plex to assign cells to specific wells in an expected manner by observing the in vitro kinetics and dynamic gene expression program of Ascl1-dependent MG reprogramming. Retinas were isolated from P11 mice expressing a constitutive rtTA driving a tet-inducible Ascl1-GFP. The retinas were dissociated and grown as previously described to enrich for MG (Pollak et al., 2013). We have previously shown that induction of Ascl1, by addition of doxycycline to the medium, induces neurogenesis in the MG, and that the new neurons generated from the reprogrammed MG most closely resemble bipolar neurons (Pollak et al., 2013; Figure 1A). 

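Muller glia (MG) from P11 retinas were grown in culture, and doxycycline switched on a tet-inducible Ascl1, the proneural transcription factor that drives MG towards neurons. The Timecourse held 12 wells with Ascl1 on for 0 to 5 days, 2 wells per duration. In each pair 1 well is labelled TC and 1 P; the letter P is not explained, and both were taken as replicates of the same treatment. The Pulse held 18 wells with Ascl1 on for 0 to 5 days and then off until a common collection at day 5, 3 wells per duration. The Timecourse gave 57741 barcodes, of which 37140 held at least 500 RNA UMIs and 25135 of these a called hash, while the Pulse gave 81650, 53048 and 36231. The 12 Timecourse wells held 249 to 765 cells each (median 510) and the 18 Pulse wells 71 to 530 (median 305.5). The remaining cells lay in 50 Timecourse and 96 Pulse wells with other labels, 2 of them Timecourse wells with 7 days of Ascl1. The authors demultiplexed the reads and aggregated them into cells with the bbi-dmux and bbi-sci pipeline, and their tables give the RNA UMI count, the hash UMI count and the top_to_second_best_ratio of each cell. Cells with 500 to 20000 UMIs and a ratio over 4 (Timecourse) or over 5 (Pulse) were counted well by well. No counts per gene of these libraries were used here, so MG, ProL and neurons were not told apart in them. The wells are technical replicates by the study's checklist, so each p covers the spread between wells and not between cultures or animals.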

Taking advantage of the ease by which condition number can be scaled with sci-Plex, we induced Ascl1 in replicate for 1–5 days at varying windows of time, allowing us to temporally track the conversion of MG to neurons (Figure 1A, B). Upon collection, nuclei were isolated in their individual treatment wells, the nuclei were barcoded with well-specific polyadenylated oligonucleotides ‘hashes’, and then pooled for sci-RNA-seq2 (Srivatsan et al., 2020; Cao et al., 2017). We recovered 12,850 cells across two experiments and 30 wells (Timecourse: 7004, Pulse: 5846) with a median UMI (unique molecular identifier) count of 3172 and 2398 after all filtering steps, respectively (Figure 1—figure supplement 1A–K). 

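Wells had fewer UMIs per cell the longer Ascl1 was on. In the Timecourse the median UMIs per cell fell from 3619 ± 410 (mean ± SD, n = 2 wells) without Ascl1 to 2664 ± 172 after 5 days, and in the Pulse from 2861 ± 40.4 to 1898 ± 89.3 (n = 3 wells). Wells of the Pulse held 498 ± 51.7 cells without Ascl1, 205 ± 116 at 3 days and 304 ± 19.9 at 5 days. Timecourse wells held 332 ± 117 cells without Ascl1, 645 ± 34.6 after 1 day and 459 ± 135 after 5 days.

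The 12 Timecourse wells together held 6267 cells and the 18 Pulse wells 5846, with medians of 3172 and 2398 UMIs. Per day of Ascl1, UMIs per cell fell by 5.63% in the Timecourse and fell by 8.42% in the Pulse (permutation p for a difference in slope 0.353). UMIs fell with days of Ascl1 in the Timecourse (Pearson r = -0.81, two-sided permutation p = 0.00174, Benjamini-Hochberg adjusted p = 0.00348 over the 4 relations tested) and by Spearman's rho (-0.82, p = 0.00205, adjusted p = 0.0041). In the Pulse r was -0.91 (p = 1e-05, the smallest that 100000 rearrangements can give, adjusted p = 4e-05) and rho -0.87 (p = 2e-05, adjusted p = 8e-05). Cells per well fell with days in the Pulse (r = -0.57, p = 0.0126, adjusted p = 0.0168; rho = -0.56, p = 0.0163, adjusted p = 0.0217), but on log2 values r was -0.36 (p = 0.145, adjusted p = 0.193), at a hash ratio of 10 it was -0.47 (p = 0.0498, adjusted p = 0.0664), and without day 0 well A or B it was -0.51 (adjusted p = 0.0527 and 0.0517). The Timecourse cells gave r = 0.30 (p = 0.341) and rho = 0.24 (p = 0.455), and the slopes of cells with days had a permutation p of 0.0642 for a difference between the experiments. Taken apart by label, UMIs against days gave r = -0.92 (exact permutation p = 0.0194, n = 6) in the TC wells and r = -0.90 (p = 0.0167) in the P wells, and cells gave r = 0.56 (p = 0.239) and 0.0435 (p = 0.928). Median UMIs were higher in the TC than in the P well at each duration, 3909 against 3329 at day 0 and 2785.5 against 2542 at 5 days. Without the wells that had no Ascl1, UMIs still fell (r = -0.80, p = 0.00477 in the Timecourse and r = -0.86, p = 8e-05 in the Pulse), while the Pulse cells gave r = -0.30 (p = 0.274). Without the day 5 wells the UMIs gave r = -0.68 (p = 0.0348) and -0.87, and the Pulse cells r = -0.70 (p = 0.00435). Mitochondrial RNA stood at 4.46% without Ascl1 and 4.45% at 5 days in the Timecourse. In the Pulse it stood at 8.59% without Ascl1, at 7.29%, 7.56%, 6.89% and 7.16% at 1 to 4 days and at 8.45% at 5 days.

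**Figure D1:**
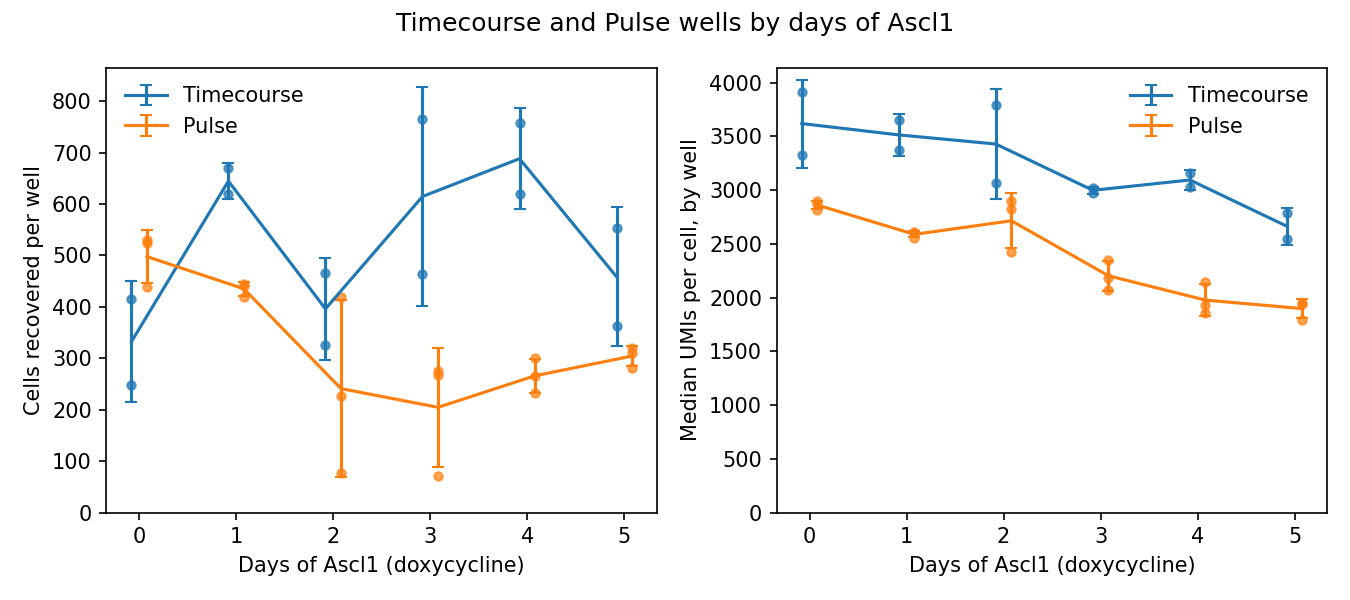
Cells recovered per well (left) and median UMIs per cell of each well (right) against days of Ascl1. Points are wells, lines join the means and bars are SD, for the Timecourse (blue, n = 2 wells per day) and the Pulse (orange, n = 3 wells per day). UMIs fell with days in both experiments. Cells per well in the Pulse had means of 498 at day 0, 435 at 1 day and 241 at 2 days.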

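A hash, the well-specific oligonucleotide that ties a nucleus to its well, was called for 67.7% of Timecourse cells with at least 500 UMIs (95% interval 67.2 to 68.2) and for 68.3% of Pulse cells (67.9 to 68.7). Pulse cells carried a median of 219 hash UMIs and Timecourse cells 87. In the Timecourse 47 barcodes carried no hash at all. The intervals here and on other single shares and levels cover counting error only.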

The hash recovery rate was 68% for both experiments (Figure 1—figure supplement 1C, D, G, H). The experiments were integrated and visualized by UMAP (Uniform Manifold Approximation and Projection) using Monocle3 (Cao et al., 2017; Cao et al., 2019). The clusters were annotated according to cell type using the expression of known marker genes (Figure 1—figure supplement 2A–C; Cao et al., 2017; Cao et al., 2019). Most cells fell into one of four clusters: (1) MG; (2) Progenitor-like cells (ProL); (3) Transition; and (4) neuronal precursors (NeuPre). In addition, we identified other clusters of non-MG-derived cells, including microglia, astrocytes, and fibroblast-like cells (FibroL), potentially derived from vascular cells (Figure 1C).

**Figure 1.**
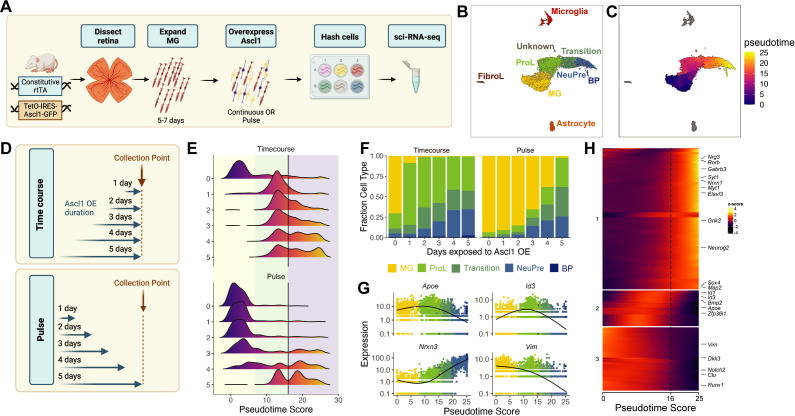
sci-Plex captures the in vitro temporal dynamics of neurogenic reprogramming from Muller glia (MG). (**A**) Schematic of the sci-Plex experimental design for assaying reprogramming MG isolated from P11 mice. (**B**) Combined UMAP of cells from the Timecourse and Pulse experiments. Cells are colored by cell type. (**C**) UMAP displaying the pseudotime scores that were calculated for the MG to Bipolar trajectory. (**D**) Schematic depicting the timing and duration of Ascl1 OE in the Timecourse (*n* = 2 wells per condition) and Pulse (*n* = 3 wells per condition) experiments. (**E**) Histograms displaying the frequency of cells with each pseudotime score across Ascl1 OE conditions. The vertical black lines are at pseudotime score 16. The yellow region corresponds to the MG, the green region corresponds to the ProL cells, and the purple region reflects cells from the Transition to BP cell state. (**F**) Stacked bar plot of the cell type composition across all Ascl1 OE conditions. The colors represent the cell types as indicated. Only the MG and MG-derived cell types are included. (**G**) Gene expression plots along pseudotime for genes of interest. Each point represents an individual cell’s expression of the indicated gene. The cells are colored by cell type as in F. (**H**) Gene expression heatmap for the top 250 DEGs as assessed across a pseudotime score of 10–20. The dashed line is at pseudotime score 16. All cells with a non-infinite pseudotime score are ordered by pseudotime score along the *x*-axis. Genes were clustered by *k*-means into three clusters. Figure 1A was created with BioRender.com and Figure 1D was also created with BioRender.com. Figure 1—source data 1.Genes differentially expressed across pseudotime.

**Figure 1—figure supplement 1.**
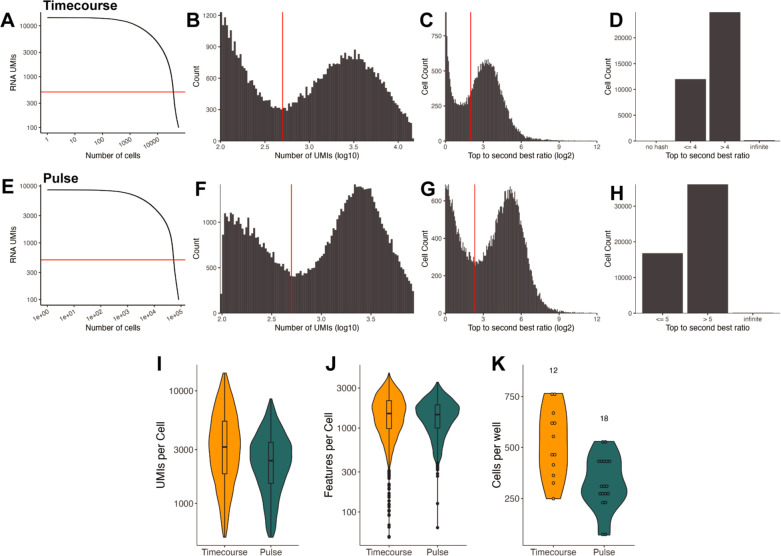
Sequencing quality control for the Timecourse and Pulse experiments. (**A**) Knee plot comparing the number of RNA UMIs recovered to the total number of cells captured for the Timecourse experiment. The red horizontal line is at 500 and indicates the UMI cutoff used in filtering steps. (**B**) Histogram of the number of RNA UMIs (log10) for the Timecourse experiment. The red vertical line is at 500 and indicates the UMI cutoff used in filtering steps. (**C**) Histogram of the hash top_to_second_best_ratio (log2) for the Timecourse experiment. The red vertical line is at 5 and indicates the ratio cutoff used in filtering steps to determine whether a cell was confidently assigned to a condition. (**D**) Bar plot indicating the portion of cells above and below the hash ratio cutoffs for the Timecourse experiment. (**E**) Same as A but for the Pulse experiment. (**F**) Same as B but for the Pulse experiment. (**G**) Same as C but for the Pulse experiment. (**H**) Same as d but for the Pulse experiment. (**I**) Violin plot with a boxplot overlay indicating the number of RNA UMIs recovered per cell for each experiment. (**J**) Violin plot indicating the number of genes/features recovered per cell for each experiment. (**K**) Violin plot with a boxplot overlay quantifying the number of cells recovered per well. The numbers above the plots indicate the number of samples within each experiment.

**Figure 1—figure supplement 2.**
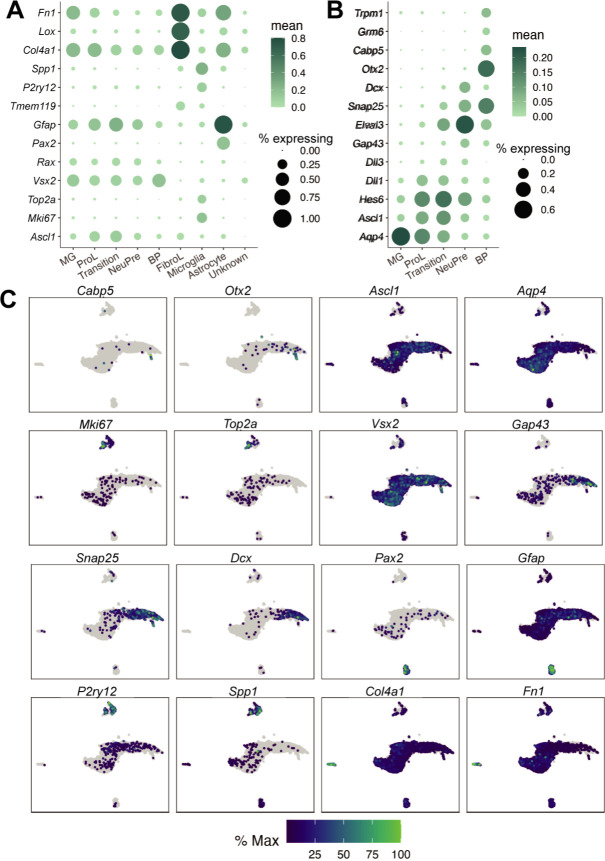
Cell type annotation for the Timecourse and Pulse experiments. (**A**) Dot plot of the genes used to define the major cell types found in the reprogramming cultures. Dot size indicates the percent of cells that express the gene of interest. The color indicates the log10 mean UMIs per cell. (**B**) Same as A but for the genes used to define cell types derived from Muller glia (MG). (**C**) Gene expression plots of the genes used to annotate cell types. The color for each individual plot is scaled to the maximum expression of that gene.

**Figure 1—figure supplement 3.**
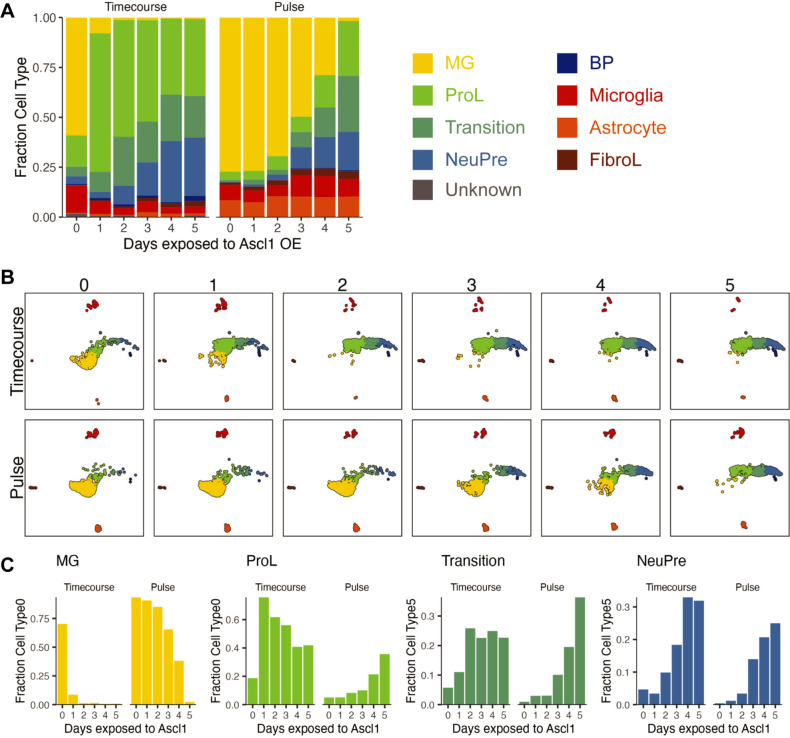
Visualization of cell composition changes across time in the Timecourse and Pulse experiments. (**A**) Stacked bar plot of the cell type composition across all Ascl1 OE conditions. The colors reflect the cell types. (**B**) UMAP from Figure 1B, but faceted by Ascl1 OE condition. The cells are colored by cell type as in A. (**C**) The fraction of each cell type at each day of each experiment when considering only the Muller glia (MG), ProL, Transition, and NeuPre cells.

**Figure 1—figure supplement 4.**
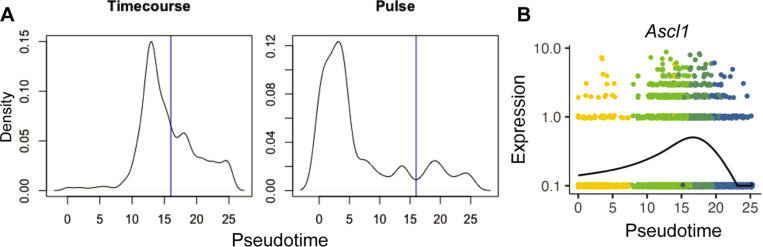
Retention of late pseudotime cells in the Pulse experiment matches loss of *Ascl1* expression. (**A**) Cell density plots across pseudotime for the Timecourse and Pulse experiments. The blue vertical line is at 16, the local minimum for pseudotime values >10 and <20 in the Pulse experiment. (**B**) Gene expression plots along pseudotime for *Ascl1* from the Timecourse experiment only. Each point represents an individual cell’s expression of the indicated gene. The cells are colored by cell type as in Figure 1—figure supplement 3A.

Having annotated the cells, we next ordered all the cells originating from reprogrammed MG into a pseudotime trajectory to better understand the sequence of gene regulatory events on the path from MG to neuronal identity (Figure 1D). We then assessed how the timing and duration of Ascl1 overexpression affected reprogramming progression when Ascl1 was added continuously (Timecourse) or pulsed (Pulse). In the Timecourse experiment, Ascl1 expression was induced for either 0, 1, 2, 3, 4, or 5 days and then the cells were collected (Figure 1B). During the timecourse, we saw that Ascl1 stimulated a rapid transition away from MG (i.e. the start of the pseudotime trajectory) that persisted across all time points (Figure 1E). As expected, increased duration of Ascl1 overexpression led to cells further along the pseudotime trajectory, consistent with the need for Ascl1 expression to drive cells from the ProL state toward the neuronal state. In the Pulse experiment, we initiated Ascl1 expression in all samples at the same time, but then removed doxycycline after either 1, 2, 3, 4, or 5 days to shutdown Ascl1 overexpression. The cells were all collected 5 days after the start of Ascl1 expression regardless of Ascl1 expression duration (Figure 1B, Pulse). When Ascl1 was maintained for the entire 5 day period (Figure 1D, E), the distribution of cells across pseudotime was similar to that observed in the Timecourse experiment, with few MG remaining. However, the pseudotime profiles were remarkably different when Ascl1 overexpression was removed for any period of time for all cell types with the exception of NeuPre (Figure 1—figure supplement 3C). When Ascl1 was expressed in the cells for 2 or fewer days, almost all of the cells were identified as MG (Figure 1E, F). After 3 or more days of Ascl1 expression, transition and neurogenic precursor (NeuPre) cells began to accumulate, though a substantial number of MG were also present even after 4 days of Ascl1 exposure and 1 day without when compared to the Timecourse experiment (Figure 1F, Figure 1—figure supplement 3C). These results suggest that even after 4 days of Ascl1 expression, removal of Ascl1 allows a subset of the cells to return to a glial state, while another subset of cells that have made it far enough along the reprogramming trajectory are no longer dependent on Ascl1 to remain committed to their neuronal fate.

To further understand the molecular features of the cells as they progress toward a more neuronal fate, we analyzed changes in gene expression around the pseudotime stage associated with a decreased reliance on Ascl1. We found the local minima (10 < pseudotime < 20) of pseudotime density plots from the Pulse experiment to be 16 (Figure 1—figure supplement 4A). The accumulation of cells with a pseudotime value of >16 encompasses the population of cells that remain in the NeuPre or Bipolar fate even after removal of Ascl1 induction. Coincidentally, in the Timecourse experiment, decreased *Ascl1* expression is observed at pseudotime values >16 (Figure 1—figure supplement 4B). While seemingly surprising, this decrease in *Ascl1* expression with continued exposure to the induction signal is a phenomenon we consistently observe in both our in vitro and in vivo reprogramming paradigms (Todd et al., 2021; Todd and Reh, 2022; Todd et al., 2020). We do not have definitive knowledge of the mechanism behind how Ascl1 expression is repressed, but it is possible that mature neurons have a mechanism to downregulate it.

To find the genes dynamically expressed during the loss of *Ascl1* expression and gain of a more neuronal fate, we performed differential gene expression analysis across pseudotime using cells with pseudotime values from 10 to 20 (Figure 1—source data 1). We were particularly interested in identifying transcriptional regulators and signaling molecules. In the top 250 most differentially expressed genes, three major regulatory patterns (Cluster 1: increasing, Cluster 2: a transient increase, Cluster 3: decreasing) were observed (Figure 1G, H). The downregulation of *Id1* and *Id3* in Cluster 2 was consistent with known biology: these factors (1) form heterodimers with bHLH TFs making them incapable of binding their target sites (Roschger and Cabrele, 2017) and (2) have been previously implicated in maintaining retinal progenitors and MG in a progenitor state (Jorstad et al., 2017; Pollak et al., 2013; Jorstad et al., 2020; Todd et al., 2021; Todd et al., 2022; Ueki et al., 2015). Genes in Cluster 1, which increase during the progenitor-to-neuron transition, are also associated with the normal development of neurons (*Elavl3*, *Map2*) and with processes such as neuronal maturation and synaptogenesis (*Nrxn3*, *Syt1*). There were also four TFs that increased in their expression right around the loss of Ascl1 dependence: *Sox4*, *Neurog2*, *Myt1*, and *Rorb*. All of these genes are expressed in the retina during the early stages of neurogenesis (Vasconcelos et al., 2016; Lee et al., 2019; Hufnagel et al., 2010; Liu et al., 2017; Usui et al., 2013; Jiang et al., 2013). Of note, *Myt1* is a direct target of Ascl1 and although it has been studied more thoroughly in the brain, it is associated with repression of progenitor gene expression programs (Vasconcelos et al., 2016; Lee et al., 2019). Another factor on the list, Rorb is involved in the specification of photoreceptor, amacrine, and horizontal but not bipolar cell fates (Liu et al., 2013; Swaroop et al., 2010). Our results thus show the ability of sci-Plex to be used in MG cultures and we have identified potential regulators of critical steps in the MG to neuron reprogramming paradigm.

### sci-Plex as a screen to identify small molecules that affect Ascl1-dependent MG reprogramming

The above results supported the potential of sci-Plex to study neurogenic reprogramming, so we next embarked on a larger-scale screen for factors that can improve the efficiency of neurogenesis from MG. We screimed to assess the ability of sci-Plex to assign cells to specific wells in an expected manner by observing the in vfrom the TocriScreen Stem Cell Library (Figure 2—source data 1). The compounds target a range of biological functions with a bias toward epigenetic modulators and modulators of common signaling pathways (Figure 2A). We followed the same treatment regime as for the timecourse experiment in which MG were isolated from P11 mice that express a constitutive rtTA and harbor a tet-inducibe Ascl1-GFP. 

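Each screened well held MG with Ascl1 and 1 compound at 0.1, 1 or 10 µM, collected after 5 days. Collection 1 held 30 compounds in 90 labelled wells, 88 of them with a cell left after all filters, and Collection 2 held 62 compounds in 185 labelled wells, 176 of them with a cell left. Each collection had 3 wells with Ascl1 only and 3 wells with No Ascl1. Of the 92 compounds, 91 were named from the paper's source data, and 1 in Collection 2 is given here as 4888, its catalogue number. Collection 1 gave 14263 barcodes, 11542 with at least 500 UMIs and 8613 of these with a hash, and Collection 2 gave 53372, 37770 and 25022. Collection 1 wells held 1 to 145 cells (median 66) and Collection 2 wells 1 to 235 (median 118) after all filters. UMIs per cell had quartiles of 2202 and 5414 in Collection 1 and of 1225 and 3616 in Collection 2. The authors' pipeline and tables were those of the Timecourse and Pulse libraries, with a Scrublet score added for Collection 2. Cells were kept with 500 to 20000 UMIs, a top_to_second_best_ratio of at least 5 and at most 15% mitochondrial UMIs, and a well was used from 20 cells on. Each compound had 1 well per dose, so a mean ± SD of a compound runs over its 3 doses and mixes dose with well.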

The MG were selectively cultured before induction of Ascl1 with doxycycline. Small molecules from the TocrisScreen Stem Cell Library were added at the same time as the doxycycline and remained in culture until the cells were collected on Day 5 (Figure 2B). The compounds were applied across three doses (0.1, 1, and 10 uM) with each compound being tested on one of two different collection days. We included three wells per collection day in which only doxycycline was added (Only Ascl1) and three wells per collection day in which doxycycline was not added (No Ascl1). To maximize the range of compounds tested, we opted to perform the sci-Plex experiment once, and then follow-up with compounds that elicited strong effects through subsequent in vivo validation experiments. In sum, we screened 92 small molecules and two control conditions from a total of 265 individual wells after filtering out conditions with low cell recovery.

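Wells at 10 µM ended with few cells or none more often than wells at lower doses. At 10 µM 9 of 30 labelled Collection 1 wells had under 20 cells, against 1 of 30 at 1 µM and 0 of 30 at 0.1 µM, and in Collection 2 these numbers were 11 of 61, 1 of 62 and 1 of 62. No cell was left after the filters in the 10 µM wells of ceramide and clemastine in Collection 1. In Collection 2 the empty 10 µM wells were those of alexidine, BIX 01294, CASIN, EC 23, SAG 21k, WH-4-023, 4888 and the BMP receptor inhibitor with catalogue number 6053, and its 1 µM well was empty too. OAC-2 had no barcode at 10 µM. Few cells were left at 10 µM with CD 437 and dorsomorphin (1 cell each), H 89 (2), fluoxetine (3), cyclosporin A (12), troglitazone (15) and PD 407824 (19) in Collection 1, and with STF 31 and Yhhu 3792 (1 each) and ITD 1 (8) in Collection 2. CD 437 is a retinoid that triggers cell death, dorsomorphin blocks BMP receptors and AMPK, and H 89 blocks protein kinase A.

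At least 20 cells were found in 264 wells, 80 compound wells and 6 control wells in Collection 1 and 172 and 6 in Collection 2. All 92 compounds kept at least 1 well. Among compounds with a cell at both doses, a 10 µM well held 0.398 times the cells of the same compound's 0.1 µM well in Collection 1 (28 pairs, lower in 25, two-sided sign-flip permutation p = 4e-05), and 0.761 times in Collection 2 (53 pairs, lower in 27, p = 0.0874). With each empty well counted as 1 cell, a comparison chosen after the data had been seen, the ratios were 0.318 in Collection 1 (30 pairs, lower in 27, permutation p = 1e-05, the smallest that 100000 sign flips can give) and 0.423 in Collection 2 (61 pairs, lower in 35, permutation p = 0.00033). Median cells per well with a cell left were 73, 66.5 and 51 at 0.1, 1 and 10 µM in Collection 1 and 125, 122 and 103 in Collection 2.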

**Figure 2.**
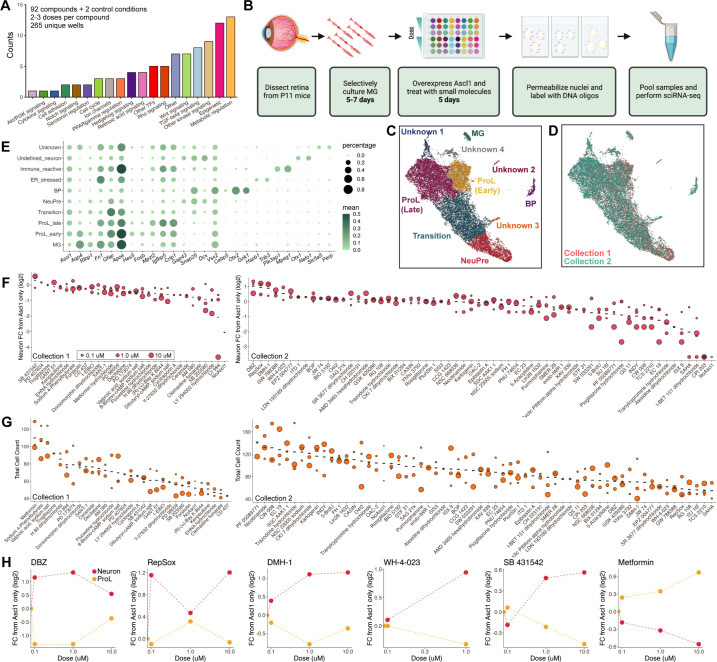
sci-Plex as a screen to identify small molecules that affect Ascl1-dependent Muller glia (MG) reprogramming. (**A**) Bar plot representing the distribution of targets for the 92 compounds included in the screen. (**B**) Schematic of the experimental design for the small molecule screen. (**C**) UMAP of the MG and MG-derived cell types. Cells are colored by cell type. (**D**) UMAP from C with cells colored by collection. (**E**) Dot plot of the genes used to define the MG-derived cell types from the screen. Dot size indicates the percent of cells that express the gene of interest. The color indicates the log10 mean UMIs per cell. (**F**) Quantification of the fold change in Neuron cell counts between each indicated condition and the Ascl1 only control. The plots from Collections 1 and 2 used only the control wells collected on their respective days. The dose of each compound is indicated by the size of the dot. (**G**) Quantification of the total cell counts for each treatment. The compound’s dose is indicated by the size of the dot. (**H**) Plots displaying the fold change of Neuron (red) and ProL (orange) cell counts compared to Ascl1 only across all doses for the top hits from the screen. All conditions in which at least 20 cells were recovered are displayed. Figure 2B is created with BioRender.com. Figure 2—source data 1.Small molecules used from Tocriscreen Stem Cell Library. Figure 2—source data 2.Genes used and GO annotations in unknown clusters.

**Figure 2—figure supplement 1.**
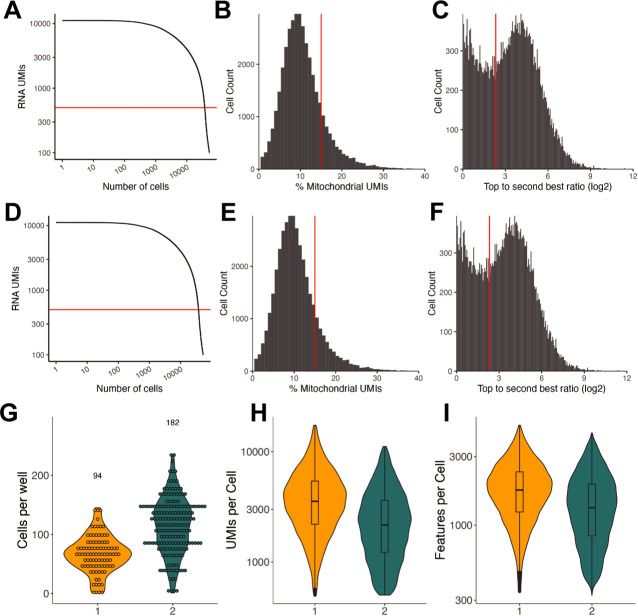
Sequencing quality control of small molecule sci-Plex screen. (**A**) Knee plot comparing the number of RNA UMIs recovered to the total number of cells captured for the Collection 1 experiment. The red horizontal line is at 500 and indicates the UMI cutoff used in filtering steps. (**B**) Histogram of the % mitochondrial UMIs for the Collection 1 experiment. The red vertical line at 15% indicates the cutoff used in determining high-quality cells. (**C**) Histogram of the hash top_to_second_best_ratio (log2) for Collection 1. The red vertical line is at 5 and indicates the ratio above which a cell was determined to be confidently assigned to a single input well. (**D**) Same as A but for Collection 2. (**E**) Same as B but for Collection 2. (**F**) Same as C but for Collection 2. (**G**) Violin plot quantifying the number of cells recovered per well. The numbers above the plots indicate the number of samples within each experiment. Each point indicates a treatment well. (**H**) Violin plot with a boxplot overlay indicating the number of RNA UMIs recovered per cell for each collection. (**I**) Violin plot with a boxplot overlay indicating the number of genes/features recovered per cell for each collection.

**Figure 2—figure supplement 2.**
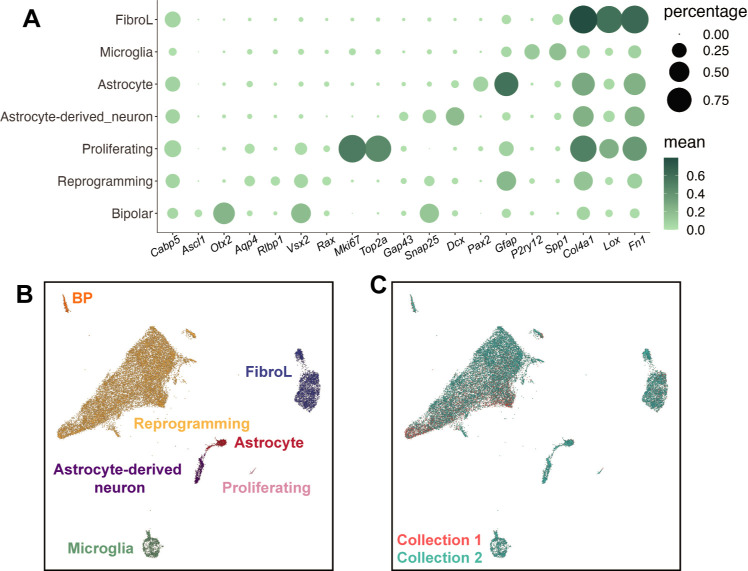
Cell type annotation of small molecule sci-Plex screen. (**A**) Dotplot of the expression patterns of genes used to define cell types from all cells in the screen experiment. Dot size indicates the percent of cells that express the gene of interest. The color indicates the log10 mean UMIs per cell. (**B**) Combined UMAP of all the cells captured in Collections 1 and 2. Cells are colored by cell type. (**C**) Same UMAP as in B but colored by collection.

**Figure 2—figure supplement 3.**
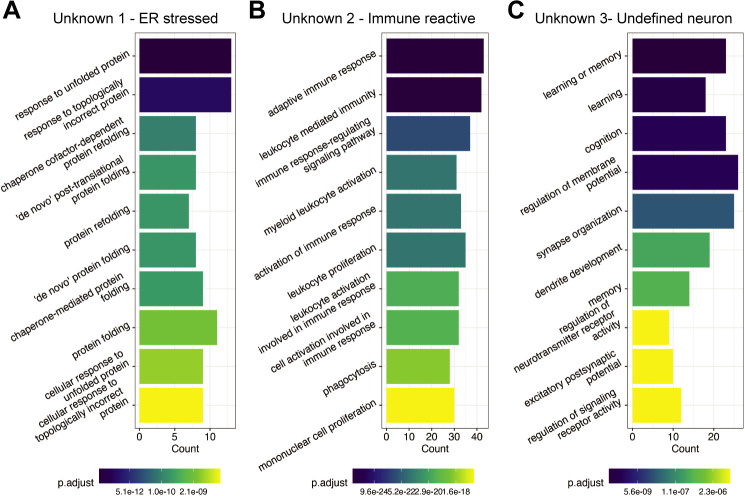
Gene Ontology (GO) term enrichment of Unknown cell clusters from the sci-Plex screen. (**A**) GO term enrichment of the genes expressed with high specificity to Unknown 1 in Figure 2C. The color of the bar reflects the adjusted p-value for each specific GO term. The height of the bar indicates the number of genes in the inputted list of genes that fall into each GO term. (**B**) Same as A but for the genes expressed with high specificity to Unknown 2 in Figure 2C. (**C**) Same as A but for the genes expressed with high specificity to Unknown 3 in Figure 2C.

**Figure 2—figure supplement 4.**
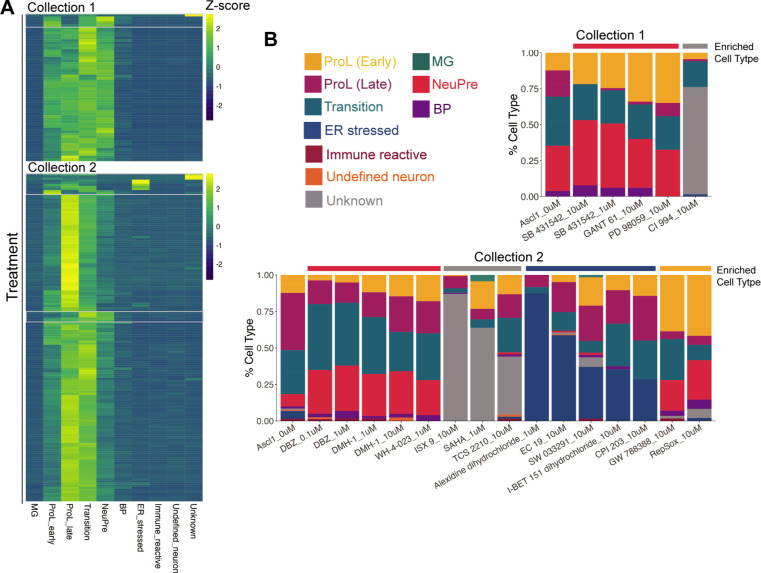
Cell type distributions across treatment conditions. (**A**) Heatmap of the cell type abundances across all treatments. *Z*-scores were calculated by rows. The white boxes indicate treatments that are enriched for Unknown, ER stressed, ProL early, or NeuPre cell types. (**B**) Stacked bar plots representing cell type compositions of each of the treatments highlighted in A.

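Collection 2 lost more cells to the mitochondrial maximum of 15% than Collection 1. Before this step Collection 1 held 6547 cells in the study's wells and Collection 2 held 25022, and after it 6282 cells were left in 94 wells and 20878 cells in 182 wells. In Collection 2 the median well lost 11.9% of its cells at 0.1 µM, 13.7% at 1 µM and 14.8% at 10 µM, and in Collection 1 1.42%, 2.26% and 3.74%. The Ascl1 only wells of Collection 2 lost 77.7%, 27.3% and 13.4% of their cells in this step. Another 1827 cells of the Collection 1 library lay in 46 wells with other labels and were left out. The deposited Collection 2 table marks 9506 of its 53372 barcodes as doublets, a count before any filter. Marked cells that passed the filters were kept.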

We used sci-RNA-seq2 to profile a total of 27,152 cells (Collection 1: 6282, Collection 2: 20,870) (Figure 2—figure supplement 1A–G). The median UMI count was 3551 for Collection 1 and 2166 for Collection 2 (Figure 2—figure supplement 1H, I). 

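Cells of No Ascl1 wells carried more UMIs than cells of Ascl1 only wells in both collections. No Ascl1 wells had 4845 ± 599 UMIs per cell and Ascl1 only wells 3474 ± 429 in Collection 1 (mean ± SD, n = 3 wells each), and 3157 ± 255 against 2101 ± 187 in Collection 2. The ratio was 1.40 in Collection 1, 1.50 in Collection 2 and 1.45 in all (exact permutation p = 0.005, the smallest that 400 arrangements within collections can give, adjusted p = 0.015 over 3 measures). With wells paired by the letter in their names the exact p was 0.0313, the smallest that 64 sign flips can give, and the adjusted p 0.0938. Over all wells the medians were 3551 and 2164.5.

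No Ascl1 wells held 46.3 ± 20.6 cells and Ascl1 only wells 88.3 ± 18.9 in Collection 1, and 107 ± 66.2 against 63.7 ± 45.4 in Collection 2, a ratio of 0.493 in Collection 1, 1.71 in Collection 2 and 0.92 over both (exact p = 0.795). The difference between the collections had an exact permutation p of 0.065 (400 arrangements). Before the mitochondrial filter No Ascl1 wells held 47 ± 20.1 cells and Ascl1 only wells 92 ± 19.1 in Collection 1. In Collection 2 they held 119 ± 73 and 115 ± 53.5, so the higher count without Ascl1 there depends on that filter. Mitochondrial RNA stood at 7.72 ± 0.482% in No Ascl1 and 8.06 ± 0.629% in Ascl1 only wells of Collection 1, and at 9.49 ± 0.248% and 10.8 ± 1.72% in Collection 2 (exact p = 0.125, adjusted p = 0.1875), a difference of 0.82 points over both collections among cells already held to at most 15%. Without that maximum No Ascl1 wells were lower by 2.65 points (exact p = 0.025, adjusted p = 0.0375). Median UMIs per cell in compound wells were 3582 ± 363 at 0.1 µM and 3709 ± 555 at 10 µM in Collection 1 and 2156 ± 227 and 2169 ± 421 in Collection 2 (mean ± SD over wells).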

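Cells of Collection 1 received a hash more often than cells of Collection 2, 74.6% (95% interval 73.8 to 75.4) against 66.2% (65.8 to 66.7) of the cells with at least 500 UMIs. Median hash UMIs per cell were 343 in Collection 1 and 365 in Collection 2.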

A hash could be called for 65–74% of the cells (Figure 2—figure supplement 1C, F). We performed dimensionality reduction and clustering with Monocle3 and used marker genes to annotate cell types by cluster. All cell types not of retinal/MG origin were discarded (Figure 2—figure supplement 2A–C), and the dimensionality reduction and cell type annotation was repeated (Figure 2C).

To identify the molecules most likely to promote reprogramming, we pooled the clusters corresponding to neurogenic precursors (NeuPre: *Gap43*, *Snap25*, *Dcx*) and bipolar neurons (BP: *Snap25*, *Vsx2*, *Cabp5*, *Otx2*, *Grik1*) together into a common Neuron annotation and for each drug, calculated the abundance of Neurons relative to Ascl1 (Figure 2). Many of the molecules did not have clear effects on the reprogramming process. However, we found several molecules that increased neurogenesis and others that reduced neurogenesis. The molecules that most markedly increased the percentage of Neurons, included DBZ (Milano et al., 2004), DMH-1 (Hao et al., 2010), RepSox (Ichida et al., 2009; Gellibert et al., 2004), SB 431542 (Inman et al., 2002; Laping et al., 2002), and WH-4-023 (Theunissen et al., 2014; Clark et al., 2012; Martin et al., 2006). These compounds target one of three molecular signaling pathways: Notch, BMP/TGF-beta, and LCK/SRC. 

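None of these compounds stood among those with the most cells per well, by the mean of wells with at least 20 cells. DBZ, a gamma-secretase inhibitor that blocks Notch, left 116, 83 and 90 cells at 0.1, 1 and 10 µM (96.3 ± 17.4, rank 42 of 62 in Collection 2). DMH-1, which blocks BMP type I receptors, left 138, 75 and 64 cells (92.3 ± 39.9, rank 45), and its mitochondrial loss was 10.4%, 22.7% and 33.3%. The TGF-beta receptor inhibitor RepSox left 67, 122 and 75 cells (88 ± 29.7, rank 49), and SB 431542, aimed at the same receptors, left 66, 74 and 75 in Collection 1 (71.7 ± 4.93, rank 13 of 30). The Lck/Src and Sik inhibitor WH-4-023 left 111 cells at 0.1 µM and 83 at 1 µM (97 ± 19.8, rank 41), and no cell was left at 10 µM. With every labelled well counted the ranks were 34 for DBZ, 37 for DMH-1, 41 for RepSox and 55 for WH-4-023 in Collection 2 and 9 for SB 431542 in Collection 1.

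The paper's source data give neurons per well as rounded counts adjusted by a size factor, beside a raw total of reprogramming MG that is smaller than the well's cells above. Whole neuron counts were worked back from these, which gave exactly 1 count for 183 of the 230 wells and several for 47. In the Collection 2 table the columns after the one for Transition look shifted, and the neuron column stands before it and was taken as labelled, so shares of Collection 2 compounds carry this doubt. The shares below are of the paper's totals, with counting intervals. For DBZ they were 32.5% of 80 (22.4 to 43.9), 36.2% of 58 (24.0 to 49.9) and 20.8% of 77 (12.4 to 31.5) from low to high dose, and for DMH-1 17.9% to 18.8% of 112 (11.3 to 27.2), 30.5% of 59 (19.2 to 43.9) and 31.7% of 41 (18.1 to 48.1). For RepSox they were 31.9% of 47 (19.1 to 47.1), 20.0% of 80 (11.9 to 30.4) and 33.3% of 48 (20.4 to 48.4), for SB 431542 30.5% of 59 (19.2 to 43.9), 50.8% of 65 (38.1 to 63.4) and 53.1% of 64 (40.2 to 65.7), and for WH-4-023 14.9% of 74 (7.66 to 25.0) and 28.0% of 50 (16.2 to 42.5). The paper gives the change in neurons as log2 values of 1.16, 1.34 and 0.55 for DBZ, 0.39, 1.11 and 1.16 for DMH-1, 1.16, 0.47 and 1.21 for RepSox, -0.18, 0.49 and 0.57 for SB 431542, and 0.11 and 0.94 for WH-4-023. Each value is relative to the Ascl1 only wells of the same collection, Collection 1 for SB 431542 and Collection 2 for the others. A log2 value of 0 went with a share of 35.8% of 81 for dorsomorphin at 1 µM in Collection 1. In Collection 2 it went with 13.6% of 103 for pioglitazone at 1 µM. No share was worked back for the Ascl1 only wells. The log2 values therefore do not rank SB 431542 against the other compounds. The paper states that the compounds act on Notch, BMP/TGF-beta or LCK/SRC signaling.

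Analogs with the same target were compared well by well, with intervals that cover counting error only. The RepSox well held 0.827 (0.589 to 1.16), 1.13 (0.865 to 1.48) and 0.893 (0.645 to 1.23) times the cells of another TGF-beta receptor inhibitor (catalogue number 3264) at the 3 doses, and the 0.1 µM DMH-1 well 1.11 (0.867 to 1.43) times those of another BMP receptor inhibitor (catalogue number 6053). The paper's log2 values were 0.55, 0.39 and 0.76 for 3264 and 0.30 for 6053.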

We also calculated the number of cells recovered per well, and noticed that for a few treatments, far more total cells, regardless of cell type identity, were recovered than average. This was most prominent for metformin, sodium 4-phenylbutyrate, and valproic acid (Figure 2E). Both sodium 4-phenylbutyrate and valproic acid are HDAC inhibitors which is of interest because TSA (Trichostatin A), another HDAC inhibitor, is a significant stimulus for Ascl1-dependent reprogramming in vivo (Jorstad et al., 2017). 

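Among wells with at least 20 cells, compounds differed in cells per well. Between-compound differences took up 60.8% of the spread in log2 cells per well in Collection 1 (80 wells, 30 compounds), where shuffled compound names gave 36.8% on average (one-sided permutation p = 0.0013). In Collection 2 (172 wells, 62 compounds) they took up 60.1% against 35.6% (permutation p = 0.0001, the smallest that 10000 shuffles can give). This rests on the 20-cell minimum: with every well of 1 cell or more the shares were 34.7% (permutation p = 0.357) and 40.8% (p = 0.119). The median compound well held 70 cells in Collection 1 (quartiles 53 and 87, range 22 to 145) and 121.5 in Collection 2 (83.75 and 148.25, range 20 to 235).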

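Metformin, sodium 4-phenylbutyrate and valproic acid left the most cells in Collection 1. Metformin, an AMPK-activating diabetes drug, left 124 ± 18.7 cells per well (mean ± SD of 3 doses), 1.77 times the median compound well. Sodium 4-phenylbutyrate, a histone deacetylase inhibitor and chemical chaperone, left 120 ± 21.2 (1.71 times), and valproic acid, an antiepileptic that inhibits histone deacetylases, left 118 ± 18.1 (1.69 times). Among wells with at least 20 cells H 89 (94.5 in 2 wells) and CI 994 (88.3 ± 11.0) came next, and CD 437 (42 in 2 wells) and the ROCK inhibitor Y-27632 (47) stood lowest. With every labelled well counted, empty ones as 0, the first 3 were unchanged, H 89 had a mean of 63.7 (rank 13), and CD 437 (28.3), clemastine and PD 407824 (33.7 each) stood lowest, with Y-27632 at rank 26.

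Ascl1 only wells held 80, 75 and 110 cells, so metformin stood at 1.41 times, sodium 4-phenylbutyrate at 1.36 times and valproic acid at 1.34 times their geometric mean (exact permutation p = 0.2 each, n = 3 wells against 3; 20 arrangements allow no p under 0.1). Before the mitochondrial filter the Ascl1 only wells held 92 ± 19.1 cells. In Collection 2 the sodium channel blocker PF 05089771 (193 ± 32.6, 1.59 times the median well there) and CW 008 (178 ± 49.9, 1.46 times) left the most cells, and SU 16f (63), SAHA (60.7 ± 25.7) and 4888 (44) the fewest among wells with at least 20 cells. With every labelled well counted, 4888 (29.3), catalogue number 6053 (41.3) and alexidine (56.3) had the lowest means there.

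**Figure D2:**
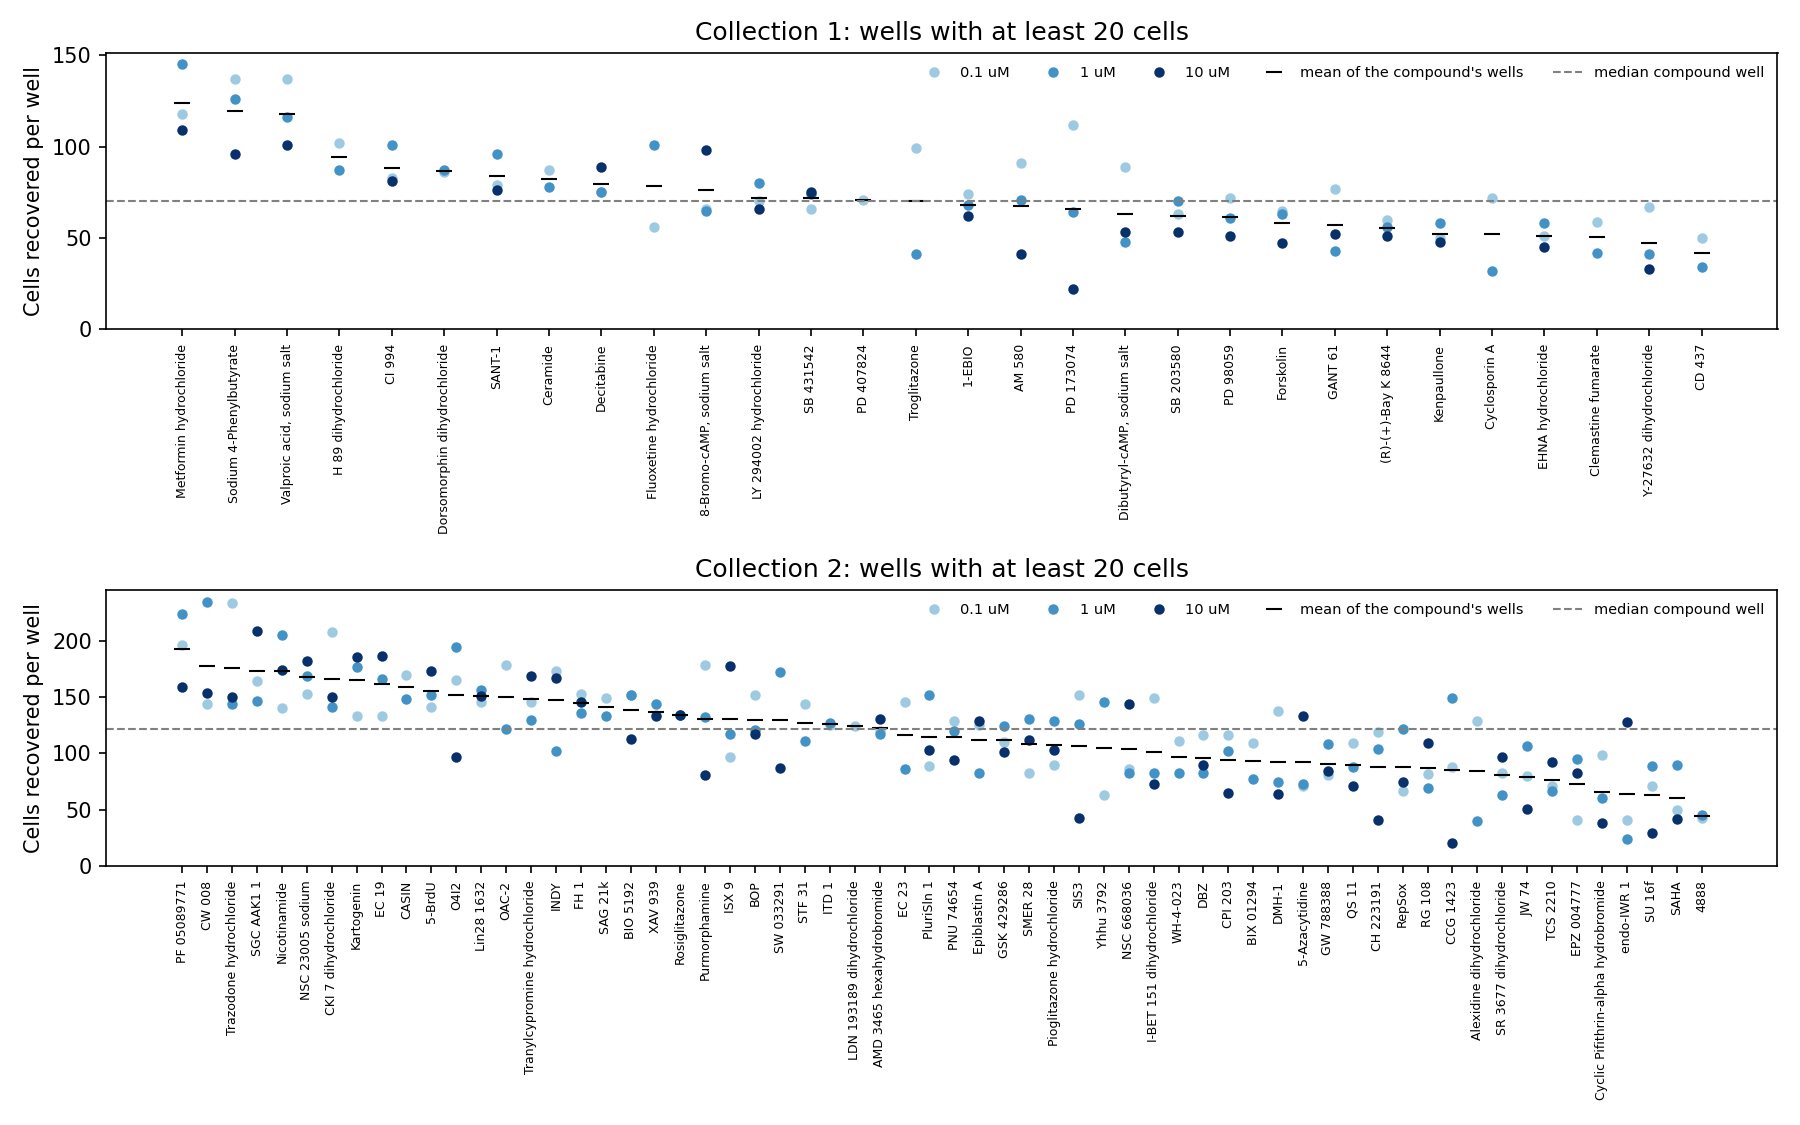
Cells per well for every compound, Collection 1 above and Collection 2 below, ordered by the mean of the compound's wells. Each point is 1 well with at least 20 cells, shaded by dose (0.1, 1 or 10 µM), each dash is the compound's mean, and the dashed line is the median compound well. Metformin, sodium 4-phenylbutyrate and valproic acid stand highest in Collection 1, with single wells of up to 145, 137 and 137 cells.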

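The histone deacetylase inhibitors of the screen were compared well by well. Sodium 4-phenylbutyrate left 137, 126 and 96 cells at 0.1, 1 and 10 µM and valproic acid 137, 116 and 101, a ratio of 1 (0.783 to 1.28), 1.09 (0.837 to 1.41) and 0.95 (0.711 to 1.27). CI 994, a benzamide aimed at class I deacetylases, left 83, 101 and 81, which was 0.606 (0.456 to 0.801), 0.802 (0.611 to 1.05) and 0.844 (0.620 to 1.15) times sodium 4-phenylbutyrate. These intervals cover the counting error of 2 wells only, while the 3 Ascl1 only wells of this collection held 75 to 110 cells. SAHA, a hydroxamate like TSA, left 50, 90 and 42 cells in Collection 2, rank 61 of 62 by wells with at least 20 cells and 59 with every labelled well. The paper's adjusted neuron count of the 10 µM CI 994 well is 0, beside its total of 67 reprogramming MG (the well held 81 cells here), a share with an upper limit of 5.36%, and its log2 values for CI 994 were -0.64, -0.94 and -4.64. HDAC groups were formed from the compounds' known targets after the cell numbers had been seen.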

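Metformin wells held 118 cells at 0.1 µM (95% interval 97.7 to 141), 145 at 1 µM (122 to 171) and 109 at 10 µM (89.5 to 131), ranks 5, 1 and 8 among the Collection 1 compound wells. The 1 µM metformin well held more cells than any other well of Collection 1, and metformin ranked 1 of 30 by its mean. Metformin wells had a mean of 3448 UMIs per cell. Troglitazone, an insulin sensitizer in the same collection, left 70 ± 41.0 cells in its 2 wells with at least 20 cells (rank 15 of 30). With every labelled well counted its mean was 51.7 (rank 24). In Collection 2 the insulin sensitizers pioglitazone and rosiglitazone, also used against diabetes but acting on PPAR-gamma, had ratios of pioglitazone to rosiglitazone cells of 0.672 (0.508 to 0.884) at 0.1 µM, 0.963 (0.750 to 1.24) at 1 µM and 0.769 (0.589 to 1.00) at 10 µM. These intervals cover the counting error of 1 well each, while the Ascl1 only wells of Collection 2 held 35, 40 and 116 cells.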

Unexpectedly, metformin, a compound that is approved for the treatment of diabetes with other potential clinical uses (Cicero et al., 2012), also increased cell recovery in our assay. Because metformin has not been evaluated in the context of retinal reprogramming, we decided to pursue it and the five compounds that increased neurogenesis with further experiments in vivo. Thus, the use of sci-Plex aided us in narrowing down 92 compounds to 6 for follow-up investigations.

In addition to detecting shifts along the reprogramming trajectory, we also detected what appeared to be previously undetected cell states (Figure 2C, Unknown clusters). To characterize these, we performed Biological Process GO term enrichment on genes with high regional specificity for each cluster (Figure 2—source data 2). Cluster Unknown 1 was enriched with genes related to ER stress, Unknown 2 had markers of Immune reactive cells, and Unknown 3 had non-retinal neuronal characteristics (Figure 2—figure supplement 3A–C, Figure 2—source data 2). The Unknown 4 cells had 77 genes with high specificity to the cluster, but only two enriched gene sets ‘regulation of ion transmembrane transport’ and ‘action potential’ (Figure 2—source data 2). With such a small number of enriched gene sets, we were unable to make further conclusions about the identity of that cell cluster and have left them annotated as Unknown.

We next set out to understand how each treatment altered the distribution of cells across these novel clusters. We generated a heatmap in which treatments with similar cell type compositions were clustered together (Figure 2—figure supplement 4A). In doing this, we found that for a small number of treatments, the majority of cells come from either the ER stressed cluster of cells or the Unknown cluster of cells (Figure 2—figure supplement 4B). Interestingly, the treatments that led to the Unknown cluster include two HDAC inhibitors (CI 994, SAHA) (Kraker, 2003; Butler et al., 2000). It is possible that these cells are deregulated without having yet experienced a change in fate toward a more specific cell type. The treatments that lead to increased cell counts in the ER stressed cluster include two bromodomain (acetylated lysine binders) inhibitors (I-BET 151 dihydrochloride, CPI 203) (Devaiah et al., 2012; Dawson et al., 2011). While these observations do not directly help us identify better treatments for reprogramming MG, they do help us find compounds that affect the molecular state of MG cells exposed to Ascl1 overexpression (Jorstad et al., 2017).

### Validating sci-Plex hits in an in vivo neuronal regeneration paradigm

We next aimed to assess whether the positive hits that increased neurogenesis from the in vitro sci-Plex screen could be validated in vivo. Before testing compounds from the in vitro screen in vivo, we sought to validate that in vivo MG express the signaling pathways targeted by our small molecule compounds during neurogenic reprogramming. We analyzed scRNA-seq libraries made from our in vivo regeneration experiments where we used mice engineered to express Ascl1 specifically in the MG (Figure 3A), then induced retinal injury with an intravitreal injection of NMDA, and a co-injection of TSA (Figure 3B). 

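Day 21 MG came from 1 library of GFP+ cells sorted by FACS from retinas with Ascl1 after NMDA and TSA. NMDA kills inner retinal neurons and TSA inhibits histone deacetylases. The table held 3248 barcodes with 16415169 UMIs in all and 500 to 40900 UMIs per cell (median 4770.5). The submitters' notes name Cell Ranger 3.1.0 and GRCm38, the header of the matrix names 6.0.2, and the values are UMI counts per gene. The 2515 cells with at least 2500 UMIs (median 5391) and the 14876 genes found in at least 10 of them were clustered into 14 groups on 1965 variable genes, with the genes of the drugs' pathways left out. A cluster took the name of the cell type with the most marker genes, at least 3 and at least 2 ahead of the next type, and names end in -like because they were rebuilt here. Scrublet marked 41 cells as doublets (1.63%), and these were kept. A single library gives no error between animals, so shares carry counting intervals and no p, and the day 5 and day 9 libraries were not analysed here.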

The mice were sacrificed and GFP expressing cells were sorted and subjected to 10× scRNA-seq either 5, 9, or 21 days after injury the day 5 and 9 libraries were originally published in Todd et al., 2020; Figure 3—figure supplement 2A, B. Dimensionality reduction was performed to generate a UMAP from which clusters were defined and cell types were annotated using Marker genes (Figure 3C, D, Figure 3—figure supplement 2A, B). 

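The sorted cells at day 21 fell into MG-like, Transition-like, NeuPre-like and Bipolar-like groups. MG-like cells, defined by glial genes such as Glul and Rlbp1, made up 36.1% of the 2315 MG-derived cells (836 cells, 95% interval 34.2 to 38.1), and Bipolar-like cells, defined by Grm6, Trpm1 and Cabp5, came next. Transition-like cells, defined by Ascl1 and Neurog2, made up 19.8% (458 cells, 18.2 to 21.5), and NeuPre-like cells 4.06% (94 cells, 3.29 to 4.95). These shares depend on the settings: at Leiden resolution 0.5 they were 32.3% MG-like, 30.7% Transition-like, 24.4% Bipolar-like and 12.6% NeuPre-like. The Bipolar-like share was 32.1% with a minimum of 1500 UMIs and 32.3% with the Scrublet doublets removed. A pair of clusters with 182 and 200 cells lay between named types and kept no name. Outside the MG lineage stood 93 Microglia-like cells, 3.70% of all 2515 (2.99 to 4.51), and 26 cells of a cluster made up of doublets. These are shares of cells that passed the GFP+ sort, not of the retina, and the rebuilt names can set them apart from shares under the authors' names.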

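Photoreceptor-like cells numbered 72 of the 2515 cells sorted as GFP+ at day 21, or 2.86% (95% interval 2.25 to 3.59). Cone genes led this cluster, among them the cone phosphodiesterase subunit Pde6h and the opsins Opn1sw and Opn1mw. The rod opsin Rho lay at 0.993 UMIs per 10000 in MG-like cells and 0.225 in Bipolar-like cells, a ratio of 4.41 (3.52 to 5.58). Rho RNA is abundant in rods and floats free after dissociation, so a few Rho UMIs in a cell do not mark it as a rod.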

A small number of rod and cone cells are present even in the earliest time point and most likely are contaminating cells from the FACS (fluorescence-activated cell sorting). As expected, with increasing time after injury, we observe greater numbers of MG-derived bipolar cells. This is most evident in the time between 9 and 21 days. However, even between 5 and 9 days there is a small increase in bipolar cells. Additionally, when pseudotime analysis was performed, a shift in the MG cluster toward a more mature state became apparent even by 9 days (Figure 3E, Figure 3—figure supplement 3A, B). 

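Bipolar-like cells made up 23.5% of the MG-derived cells in the GFP+ sort at day 21 (95% interval 21.8 to 25.3), 545 of 2315 cells. This share came to 32.1% with a minimum of 1500 UMIs and to 32.3% with the Scrublet doublets removed. It lay between 21.8% and 24.4% in the other settings tried. The counting interval does not cover this spread. The 545 Bipolar-like cells formed 2 clusters, 341 cells led by Gng13, Grm6 and Pcp2 and 204 cells led by Trpm1 and Cabp5. The SNARE protein Snap25, itself among the bipolar markers behind the name, stood at 4.46 UMIs per 10000 in Bipolar-like and 0.0261 in MG-like cells. The Ras exchange factor Rasgrf2 (chr13:91880400-92131656) had 1.31 per 10000 against 0 UMIs, the vesicle GTPase Rab3c was 831-fold higher (on 2 UMIs in MG-like cells, 230 to 6867) and the adaptor Samsn1 737-fold (252 to 3577). Svop, Tmem215, Susd4, Sez6l2, Ryr3, Grm5 and Spock2 completed the 10 genes highest in Bipolar-like cells. MG-like cells were highest in Myof (381-fold on 1 UMI in Bipolar-like cells, 68.0 to 15081), Efemp1, Rab20, the intermediate filament Vim (chr2:13573927-13582826; 4.10 against 0.022, 186-fold, 97.9 to 408), Il33, Mlc1, Myl9, Maff, Trim12a and the potassium channel Kcnj10 (chr1:172341210-172374085; 120-fold, 46.7 to 443). Apoe, a lipid carrier of glia, went from 181 per 10000 in MG-like to 80.7 in Transition-like, 6.07 in NeuPre-like and 2.88 in Bipolar-like cells. Vsx2, needed to form bipolar cells, stood at 1.35, 1.16, 9.16 and 6.50 in the same order and the photoreceptor and bipolar factor Otx2 at 0.0697, 0.962, 11.0 and 6.68. Vim, Kcnj10 and Apoe were among the MG markers behind the names, and Otx2 among the NeuPre markers. Their differences between classes thus follow in part from the naming. Median UMIs per cell were 5850 in Bipolar-like and 5300 in MG-like cells, and 5128 and 8240 in the Bipolar-like clusters of 341 and 204 cells. The paper reports more MG-derived bipolar cells at later times after injury, and only day 21 was analysed here.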

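Along pseudotime from MG-like to Bipolar-like cells at day 21, some genes of the Notch pathway (Hes5, Hes1, Notch1, Dll1) and of the BMP pathway (Id1, Id2, Id3, Bmpr1b) were high early and low late, while other genes of these and of the remaining pathways went either way. Hes5, a Notch effector that keeps glia from turning into neurons, went from 14.7 UMIs per 10000 in the first of 5 bins to 10.7 in bin 3, 0.241 in bin 4 and 0.158 in bin 5. The effector Hes1 went from 7.82 to 0.128, the receptor Notch1 from 2.40 to 0.0988 and the ligand Dll1 from 2.88 to 0.227. Id3, Id1 and Id2, BMP targets that block proneural factors, went from 42.1 to 0.483, from 38.8 to 0.798 and from 16.9 to 0.336. The BMP receptor Bmpr1b went from 1.50 to 0.128, while the receptor Bmpr2 went up from 0.381 to 0.806. In the Notch pathway the ligase Mib1 also went up, from 0.268 to 0.523, and the gamma-secretase subunit Psenen went from 3.16 to 2.36. Tgfb2 went from 3.72 to 2.34 and the TGF-beta feedback gene Pmepa1 from 1.71 to 1.40, with 0.76 in bin 4, while the signal carrier Smad3 went up from 0.0476 to 0.534. The Sik target Crtc3 went from 1.62 to 0.846, and the Src family kinase Fyn and the kinase Sik3 went up from 0.432 to 0.78 and from 0.337 to 0.51. Stk11, which encodes LKB1, went from 0.804 to 0.537, and the AMPK target Ulk1 from 0.329 to 0.502. Each bin held 463 cells. Bin 1 held 335 MG-like and no Bipolar-like cells, bin 5 held 413 Bipolar-like and no MG-like cells, and all 94 NeuPre-like cells fell in bin 4. MG-like cells numbered 226 in bin 2, 271 in bin 3 and 4 in bin 4, and Transition-like cells 45, 171, 159 and 83 in bins 1 to 4. Bins 1 to 3 thus do not separate MG-like from Transition-like cells, and the step from bin 3 to bin 4 is largely one between cell classes.

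**Figure D3:**
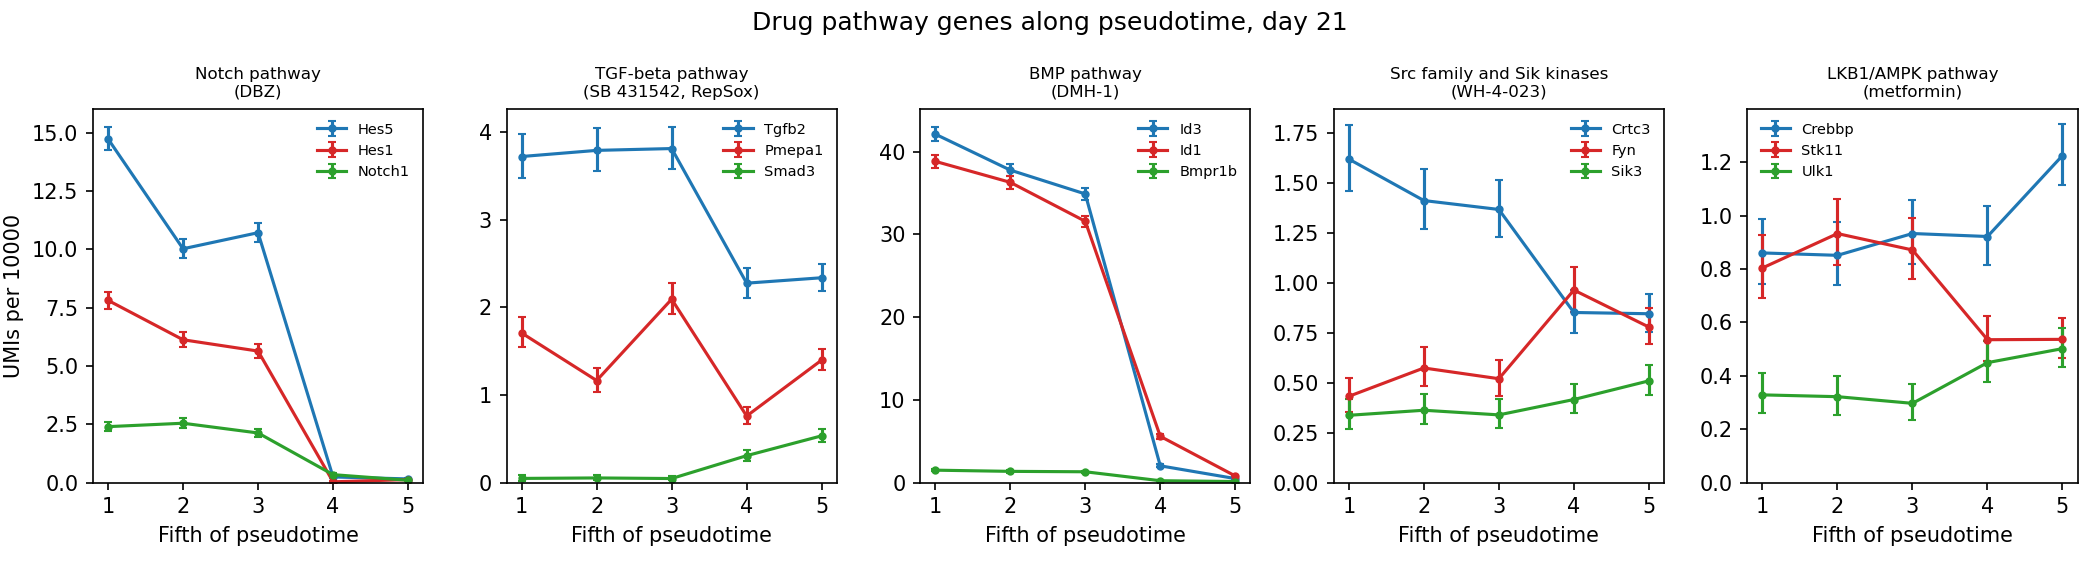
UMIs per 10000 of 3 genes of each drug pathway over 5 bins of pseudotime from MG-like (bin 1) to Bipolar-like cells (bin 5) at day 21. Points are the pooled UMIs of the 463 cells in a bin and bars are exact Poisson 95% intervals. Panels show Notch (Hes5, Hes1, Notch1), TGF-beta (Tgfb2, Pmepa1, Smad3), BMP (Id3, Id1, Bmpr1b), Src/Sik (Crtc3, Fyn, Sik3) and LKB1/AMPK (Crebbp, Stk11, Ulk1). Hes5 and Id3 stand highest in bin 1, at 14.7 and 42.1, and Smad3 stands highest in bin 5, at 0.534.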

Lastly, using the pseudotime analysis across all time points, we looked at how the expression of key target genes for each of the drugs are expressed throughout the reprogramming process (Figure 3F). 

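Of the 5 drug pathways, the BMP genes were the lowest in Bipolar-like relative to MG-like cells. The median BMP gene stood at log2 -2.41 (8 of 14 genes lower by 2-fold or more, none higher; random lists of like abundance had a median of 0.34, and BMP lay at percentile 0 of 10000 such lists). Notch genes stood at -0.41 (14 of 31 lower, 3 higher, percentile 0.15) and TGF-beta genes at -0.59 (7 of 20 lower, 4 higher, percentile 0.22). The TGF-beta value moved with the setting: between the first and last pseudotime bins its median was -0.10 with 4 genes lower, and with at least 50 UMIs per gene 4 were lower. The BMP median was -3.66 with at least 50 UMIs per gene and -3.51 with at least 4000 UMIs per cell. Src and Sik kinase genes stood at -0.08 (1 of 13 lower, 2 higher, percentile 8.1) and LKB1/AMPK genes at 0.63 (1 of 22 lower, 4 higher, percentile 83.5). Class I and II histone deacetylases, the targets of TSA, stood at 0.33 (0 of 11 lower, 4 higher, percentile 42.5).

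In the Notch pathway Hes5 (chr4:154960923-154962371) was 95.3-fold lower in Bipolar-like cells (74.1 to 125), Hes1 (chr16:30064384-30067796) 62.8-fold (47.4 to 85.0), Notch1 (chr2:26457903-26516663) 31.4-fold (21.8 to 46.7), Dll1 (chr17:15367354-15376872) 10.6-fold (8.62 to 13.2) and the gamma-secretase subunit Psenen (chr7:30561863-30563627) 1.19-fold (1.1 to 1.3). In the BMP pathway Id3 (chr4:136143497-136145755) was 87.7-fold lower (75.7 to 102), Id1 (chr2:152736251-152737410) 54.0-fold (47.8 to 61.3), Id2 (chr12:25093799-25097140) 52.0-fold (43.4 to 62.9) and Bmpr1b (chr3:141837136-142169425) 12.8-fold (9.41 to 17.8), while Bmpr2 was 1.99-fold higher (1.65 to 2.40). In the TGF-beta pathway Tgfb2 (chr1:186622792-186705989) was 1.76-fold lower (1.63 to 1.90), Pmepa1 (chr2:173224458-173276533) 1.52-fold (1.37 to 1.69) and Smad4 (chr18:73639009-73703780) 1.15-fold (0.991 to 1.34), while the receptor Tgfbr1 (chr4:47353222-47414931) was 1.80-fold higher (1.50 to 2.16) and Smad3 (chr9:63646767-63757994) 11.1-fold (7.21 to 17.9). Crtc3 (chr7:80586627-80688877) was 1.87-fold lower (1.65 to 2.14), while Fyn (chr10:39368855-39565381) was 1.57-fold higher (1.32 to 1.87), Sik3 (chr9:46012820-46224194) 1.53-fold (1.24 to 1.90) and the Src substrate Bcar1 (chr8:111710474-111743809) 3.44-fold (2.66 to 4.49). Stk11 (chr10:80115803-80130682) was 1.64-fold lower (1.38 to 1.94), while the coactivator Crebbp (chr16:4081328-4213997) was 1.39-fold higher (1.22 to 1.59), Ulk1 (chr5:110784488-110810097) 1.64-fold (1.32 to 2.04) and the LKB1 partner Cab39 (chr1:85793441-85851576) 1.86-fold (1.50 to 2.32). Hdac2 (chr10:36974544-37001889) and Hdac5 (chr11:102194432-102230166) were 2.58-fold (2.08 to 3.20) and 3.51-fold higher (2.65 to 4.70).

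Hes5, Id3 and Tgfb2 were low already in NeuPre-like cells, at 0.0368, 0.386 and 2.30 UMIs per 10000 against 14.2, 38.8 and 4.05 in MG-like and 4.90, 28.7 and 3.39 in Transition-like cells. Id1 was still at 7.28 in NeuPre-like cells, against 34.2 in MG-like and 0.634 in Bipolar-like cells. Ascl1, which the transgene drives, stood at 1.25, 4.37, 0.276 and 0.103 in MG-like, Transition-like, NeuPre-like and Bipolar-like cells.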

In all cases, at least some of the target genes are expressed early and decrease over time, making them ideal candidates for small molecule intervention.

**Figure 3.**
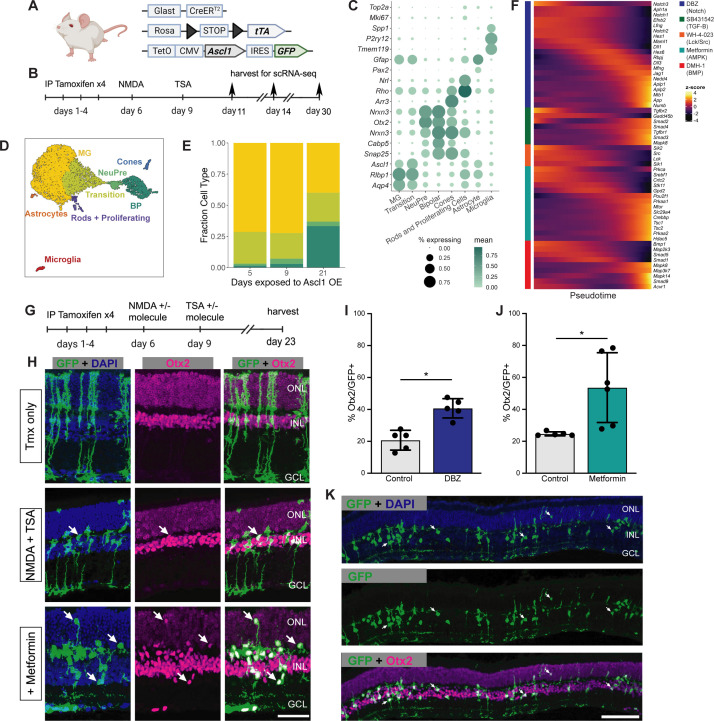
Validation of sci-Plex hits in an in vivo neuronal regeneration paradigm. (**A**) Schematic of the transgenic mouse used to induce Ascl1 and GFP specifically in Muller glia (MG). (**B**) Experimental paradigm for testing the in vivo dynamics of Ascl1-dependent MG reprogramming. (**C**) Dot plot of the genes used to define the major cell types found in the reprogramming cells in vivo across all time points. The size of the dot indicates the percent of cells that express the gene of interest. The color indicates the log10 mean UMIs per cell. (**D**) An integrated UMAP of the cells recovered from in vivo reprogramming 5, 9, or 21 days after NMDA treatment. Cells are colored by cell type. (**E**) Stacked bar plot of the cell type composition across in vivo Ascl1 OE durations. The colors represent the cell types as in D. Only the MG and MG-derived cell types are included. (**F**) Heatmap of the in vivo expression of genes related to the pathways regulated by the top small molecules hits from the in vitro screen. Reprogramming cells are ordered along pseudotime. The row normalized *z*-score was calculated from size factor normalized gene expression counts. (**G**) Experimental paradigm for testing the in vivo effect of hit compounds on reprogramming. (**H**) Representative sections of retina after Ascl1 only, Ascl1/NMDA/TSA or Ascl1/NMDA/TSA/Metformin treatment. Immunostaining for GFP (green) and Otx2 (purple) show MG-derived cells (GFP+) expressing the neuronal marker Otx2. Scale bar = 50 μm. (**I**) Quantification of the percentage of GFP+ MG-derived cells that express the neuronal marker in Ascl1/NMDA/TSA (control) versus the addition of Metformin (p = 0.017). Statistical significance (p < 0.05) as denoted by * was determined using an unpaired *t*-test. Height of the bar indicates the mean, and the error bars indicate the standard deviation. Each individual is plotted as a dot. (**J**) Quantification of the percentage of GFP+/Otx2+ cells in control versus DBZ treatment (p = 0.0009). Statistical significance (p < 0.05) as denote by * was determined using an unpaired *t*-test. Height of the bar indicates the mean, and the error bars indicate the standard deviation. Each individual is plotted as a dot. (**K**) Representative widefield image of GFP+ MG-derived neurons (GFP+/Otx2+) showing the widespread stimulation of neurogenesis in metformin treated retinas. Scale bar is 100 μm. Figure 3A was created with BioRender.com.

**Figure 3—figure supplement 1.**
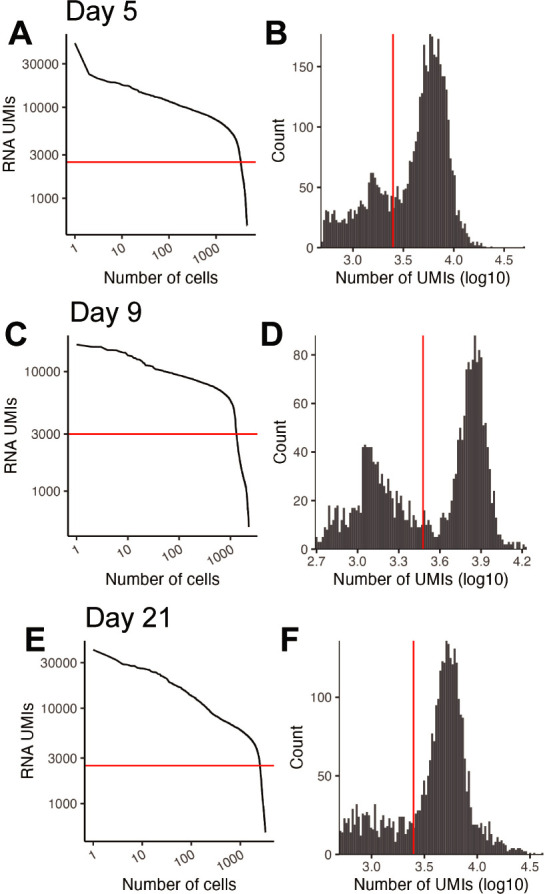
Quality control of in vivo reprogramming 10× RNA-seq libraries. (**A**) Knee plot comparing the number of RNA UMIs recovered to the total number of cells captured for the Day 5 in vivo experiment. The red horizontal line is at 2500 and indicates the UMI cutoff used in filtering steps. (**B**) Histogram of the UMIs for the Day 5 in vivo experiment. The red vertical line is at 2500 and indicates the UMI cutoff used in filtering steps. (**C**) Same as a but for Day 9. The line is at 3000. (**D**) Same as B but for Day 9. The line is at 3000. (**E**) Same as a but for Day 21. The line is at 2500. (**F**) Same as B but for Day 21. The line is at 2500.

**Figure 3—figure supplement 2.**
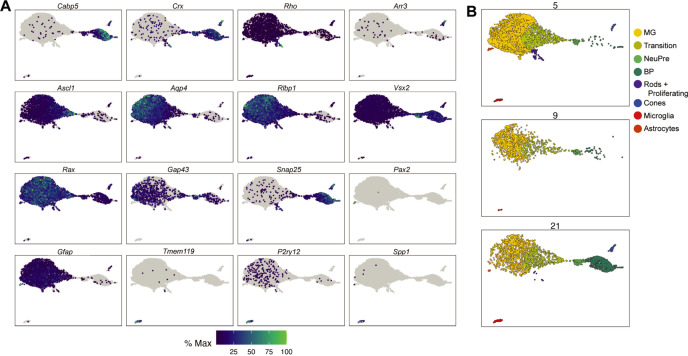
Cell type annotation of in vivo reprogramming 10× RNA-seq libraries. (**A**) UMAP gene expression plots of the genes used to annotate cell types in the reprogramming cells in vivo across all timepoints. The color for each individual plot is scaled to the maximum expression of that gene. (**B**) UMAP of the cells recovered from the in vivo reprogramming faceted by collection day. Cells are colored by cell type.

**Figure 3—figure supplement 3.**
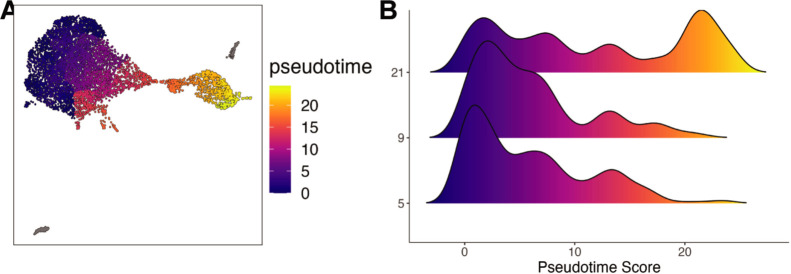
Pseudotime of in vivo reprogramming 10× RNA-seq libraires. (**A**) UMAP of the in vivo reprogramming cells colored by pseudotime. (**B**) Histograms displaying the frequency of each pseudotime score across in vivo Ascl1 OE durations.

**Figure 3—figure supplement 4.**
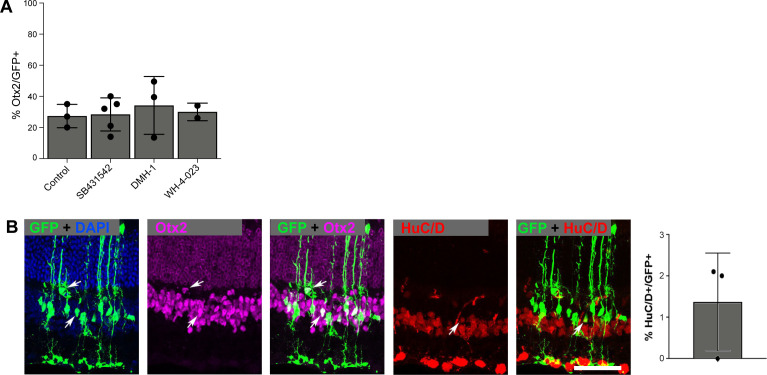
Immunostaining of in vivo reprogrammed neurons. (**A**) Quantification of the percentage of GFP+ cells that express the bipolar marker Otx2+ in control versus SB431542, DMH-1, or WH-4-023 treatments. None of the treatments showed a significant increase compared to control using an unpaired *t*-test. Height of the bar indicates the mean, and the error bars indicate the standard deviation. Each individual is plotted as a dot. (**B**) Immunostaining and quantifications of the percentage of GFP+ Muller glia (MG)-derived cells that express the HuC/D+ neuronal marker after Metformin treatment. The scale bar is 50 μm. Height of the bar indicates the mean, and the error bars indicate the standard deviation. Each individual is plotted as a dot.

Using the same mice as above, we aimed to validate five hits in vivo (the γ-secretase inhibitor DBZ, Lck and Src inhibitor WH-4-023, LKB1/AMPK activator metformin, the BMP inhibitor DMH-1, and the TGF-BR1 inhibitor SB43152) for their ability to increase neurogenic reprogramming of MG in vivo. We originally also identified RepSox as a hit, but because RepSox and SB43152 have the same target, we decided to only pursue SB43152. Ascl1 was induced in the MG with tamoxifen, retinal injury was performed by NMDA, and TSA was given in conjunction with one of the small molecule hits from the screen; animals were sacrificed 2 weeks later, and their retinas were assayed for lineage traced MG-derived cells (GFP+) and the retinal neuronal maker (Otx2+) (Figure 3G). Out of the compounds tested, two significantly boosted the number of Otx2+ neuronal cells (Figure 3H–J, Figure 3—figure supplement 4A). The first identified compound was DBZ, a γ-secretase/Notch inhibitor (Figure 3I). This is consistent with reports in the chick retina where the γ-secretase inhibitor DAPT increased neuronal differentiation from proliferating MG (Hayes et al., 2007; Ghai et al., 2010; Todd et al., 2016). Inhibition of Notch is also well known to promote neural differentiation from retinal progenitors in mouse and human (Finkbeiner et al., 2022; Nelson et al., 2007). While this result was not unexpected, DBZ represents a new compound found to promote neurogenesis in the mammalian retina. The second positive hit, metformin, showed the biggest effect on MG-neurogenesis (Figure 3H, I). In some retinas, metformin increased the rate of neurogenesis to 75% of the Ascl1-expressing MG, a higher rate than any of our previous pharmaceutical treatments. The MG-derived neurons expressed Otx2 and were primarily located in the INL (inner nuclear layer); this is similar to what we observe in the ANT treatment condition, and so it does not appear that metformin altered the fates of the MG-derived neurons; In addition, the neurons in the metformin treated retinas do not express markers of ganglion/amacrine cells (Figure 3—figure supplement 4B). These in vivo experiments thus confirm that the in vitro sci-Plex screening is an effective method to identify new compounds that increase the regeneration potential of mammalian MG.

## Discussion

Screening large numbers of chemical compounds has become a routine path to drug discovery, but limitations remain. Most high-throughput screening assays use relatively limited read-outs, such as cell morphology, proliferation or changes in expression of a reporter. Many assays cannot access molecular information about responding cells or identify factors that make a cell type resistant to a treatment. Single-cell transcriptomic assays overcome these hurdles, but the conventional protocols are costly and highly limited in sample number. Here, we demonstrate for the first time the utility of sci-Plex, an ultra-scalable scRNA-seq protocol, for studying reprogramming primary cells through screening drugs in low-input cultures and subsequently validating them in vivo. Our experiments both identified drugs that support reprogramming and revealed underlying biology important for the progression of glial cell reprogramming.

We first used sci-Plex to pinpoint the moment during in vitro reprogramming at which cells become committed toward a neurogenic cell fate independent of continued Ascl1 expression. Next, we tested 92 compounds across 3 doses each and identified 6 molecules of interest, two of which also had significant proneural effects in vivo. With our observation that cells no longer require Ascl1 to maintain their neuronal identity after a certain point along their reprogramming trajectory, we looked at the transcriptional regulators that were changing in their expression around this point and identified Myt1 as a potentially critical factor for commitment toward the neuronal fate. Myt1 is a zinc finger-containing DNA-binding TF that is found specifically in neuronal cells and is important in neuronal differentiation (Vasconcelos et al., 2016; Bellefroid et al., 1996; Kim and Hudson, 1992). In neural stem cells, the *Myt1* promoter is bound by Ascl1 and protein expression is induced following the overexpression of Ascl1 (Vasconcelos et al., 2016). Myt1 and its family member Myt1l function by binding to and repressing their target genes which include non-neuronal genes, progenitor genes, and regulators of Notch signaling (Vasconcelos et al., 2016; Mall et al., 2017). Myt1l has also been associated with aiding in the in vitro reprogramming of fibroblasts to neurons (Vasconcelos et al., 2016; Mall et al., 2017; Vierbuchen et al., 2010). However, little is known about its role in the retina, and no previous reports indicate a direct role for Myt1 in committing cells to the neuronal fate after the removal of other proneural TFs. Additional work will be needed to determine whether Myt1 is the regulator holding cells in the neuronal fate after removal of Ascl1 in our Pulse experiment, but the depth of information that can be obtained by single-cell sequencing provided us with an intriguing candidate gene.

The first hit of our screen was the Notch inhibitor DBZ. It targets the ability of gamma-secretase to cleave the intracellular domain of activated Notch receptors. While DBZ has not previously been used in retinal reprogramming studies, Notch is well known to affect neurogenesis and neural regeneration in the retina. Pharmacological manipulation of Notch signaling has been used to alter the proliferative and neurogenic capacity of MG in fish and chick retina (Hayes et al., 2007; Ghai et al., 2010; Conner et al., 2014; Wan et al., 2012). It is also interesting that Myt1, identified in our Pulse experiment as a factor that may prevent neuronal cells from returning to the progenitor fate, inhibits Notch signaling (Vasconcelos et al., 2016). That our screen recovered a γ-secretase inhibitor, in line with the known role of Notch in the retina, confirmed the ability of our workflow to identify important regulators.

Unexpectedly, the second compound that increased neurogenesis in vivo was metformin. Mechanistically, metformin is typically thought to work via AMPK, and while used clinically for Type2 diabetes, many studies have noted its neuroprotective and anti-neuroinflammatory effects (Markowicz-Piasecka et al., 2017). In our screen, metformin increased the total number of cells recovered by sci-Plex, including those in the neurogenic precursor stage. Even with the increased number of cells recovered compared to other treatments, the small number of cells recovered from each treatment by sci-Plex made it difficult to identify confident DEGs. However, by leveraging follow-up experiments in vivo we did find that metformin had a clear effect on neurogenesis from Ascl1-reprogrammed MG. The effect we find on neurogenesis is consistent with the promotion of neurogenesis reported in another in vitro study using mouse cortical and hippocampal progenitors and human ESC-derived neural progenitors (Wang et al., 2012), and may in part be mediated by Gadd45g, via DNA methylation (Zhang et al., 2022). Moreover, metformin restored blood flow and vascular density in aged mice and promoted neurogenesis from the SVZ in vivo and in vitro (Zhu et al., 2020). Further investigations of this molecule in astrocyte to neuronal reprogramming in other regions of the CNS will be necessary to validate the utility of metformin in in vivo neural regeneration more generally.

Repairing the nervous system has been an elusive goal, and while progress is being made with transplantation of pluripotent stem cell derived neurons, there are many complexities in neural transplantation. Reprogramming glia to serve as a source of neural repair is a strategy utilized by non-mammalian vertebrates, and inspired by nature, we and others have shown that harnessing this latent neural regenerative capacity by proneural TF over-expression can revive the neuronal reprogramming program in mammals. Layering in the use of small molecules can increase the efficiency of such reprogramming, and we show here that screening through larger libraries of compounds at single-cell resolution in vitro can point us toward new in vivo hits. We are particularly excited by the future therapeutic potential of our compounds: metformin and DBZ; as well as the use of similar screening strategies for the identification of treatments in glial-based regeneration and wider contexts.

## Materials and methods

### Mouse injections and husbandry

Mice were housed and treated under University of Washington Institutional Animal Care and Use Committee approved (UW-IACUC: 2448-08). Animals were maintained in groups of 2–5 per cage. For the in vivo experiments, *Glast-CreER:LNL-tTA;TetO-mAscl1-ires-GFP* mice are from mixed backgrounds of C57BL/6 and B6SJF1. The tetO-mAscl1-ires-GFP mice were a gift from M. Nakafuku (U. Cincinnati), and the Glast-CreER (Jax 012586) and LNL-tTA (Jax 008603) mice were from Jackson Labs. Both sexes were used in all experiments and the mice used for injections were between the ages of P40–P60. To induce Ascl1 in MG in vivo, tamoxifen (Cayman Chemical, #13258-1G) was given intraperitoneally at 1.5 mg per 100 μl for four consecutive days. Intravitreal injections were performed on isoflurane anesthetized mice using a 32-gauge Hamilton syringe. All intravitreal injections were done at 2 μl, and contained either NMDA (Sigma, #M3262-100MG) + drug or TSA (Tocris #1406/1) + drug. NMDA injections were done in 1 μl volume at a concentration of 100 mM. TSA injections were given in 1 μl volume at a concentration of 1 μg/μl. Drugs used were all from the Tocriscreen Stem Cell Library (Tocris, 7340) and were administered in 1 μl of dimethyl sulfoxide (DMSO) at 10 mM. The mice were either randomized by animal tag number for injections (L1-4) or the vehicle (DMSO) was given to the left eye and the drug was given to the right eye (M). Blinding was performed for experiments.

**Table:** 

Experiment	Treatment	Plot	*N*
M2	PBS (left eye)	DBZ	3
M2	DBZ (right eye)	DBZ	3
149	DBZ	DBZ	2
149	DMSO	DBZ	2
155	Metformin	Metformin	3
155	DMSO	Metformin	2
152	Metformin	Metformin	3
89	DMSO	Metformin	3
M1	PBS (left eye)	Non-sig	3
M1	SB431542 (right eye)	Non-sig	3
188	SB431542	Non-sig	2
188	DMH-1	Non-sig	3
168	WH-4-023	Non-sig	2

### Primary cell culture, MG freezing, thawing, and plating

MG cultures were derived from the retinas of Postnatal Day 11 (P11) rtTa:tetO-Ascl1-ires-GFP mice of both sexes. After retina harvest, the retinas were incubated for 7 min at 37°C in a solution of papain and deoxyribonuclease (DNase) (Worthington, #LK003172). Incubation was followed by trituration of the mixture to dissociate the cells, then to stop the reaction, an equal volume of ovomucoid (Worthington, #LK003182) was added. To isolate the cells, the solution was spun at 4°C at 300 × *g* for 10 min. Pelleted cells were resuspended in growth medium consisting of Neurobasal medium (Gibco, #10888-022), 10% tet-approved fetal bovine serum (tet-FBS) (Takara/Clontech, #631367), N2 (Gibco, #17502-048), 1 mM l-glutamine (Gibco, #25030-081), 1% penicillin–streptomycin (Gibco, #15140-122), and mouse epidermal growth factor (100 ng/ml) (R&D Systems, #2028-EG-200). Cells were plated in a 6-well dish at a density of about 2 retinas per 10 cm^2^ well, then incubated at 37°C. The entire volume of medium was changed every 48 hr until confluent or after 7 days. At confluence or after 7 days, cells were removed from the plate using TrypLE (Gibco, #12605-028), spun at 4°C at 300 × *g* for 10 min, then resuspended in a small volume of growth medium. The entire volume of cell suspension was added to a freezing medium containing 40% tet-FBS, and 10% DMSO, with the remaining 50% being the growth medium from the resuspension. The cells were then frozen for at least 24 hr at −80°C before being moved to storage in liquid nitrogen for at least 1 day. Cells were thawed at room temperature, then spun at 300 RCF for 10 min. After thawing, cells were seeded in 500 µl of 10% tet-FBS growth medium in 24-well plates or in 250 µl of the same medium in 48-well plates. Cells were grown for 24–48 hr in the growth medium until they appeared healthy.

### Drug treatment

#### Ascl1 timecourse and pulse

Once cells were confluent, the culture medium for all conditions was replaced with 1% tet-FBS-reduced growth medium. To activate the tetO-mediated transgenes, doxycycline (Sigma, #D9891-5G) was added to the media at a concentration of 2 μg/ml at various time points over the course of 5 or 7 days.

#### Timecourse

Cells received doses of tet-FBS-reduced growth medium with doxycycline after 1, 2, 3, 4, or 5 days in culture. Once a treatment condition received its first dose of doxycycline, it continued to receive doses every 2 days for the remainder of the experiment. Prior to a condition’s first dose of doxycycline, the cells were maintained in the reduced growth medium, which was replaced every 2 days. The control condition received no doxycycline and cultures were maintained in reduced growth medium replaced every 2 days.

#### Pulse

Cells received tet-FBS-reduced growth medium with doxycycline for 1, 2, 3, 4, or 5 days. Doxycycline was added to all conditions at the same time, Day 0, and all conditions remained in culture for 5 days. The media containing doxycycline was removed at each time point over the 5 day course and replaced with 1% tet-FBS-reduced medium for the remainder of the experiment.

#### Drug treated cells

Drugs were reconstituted in DMSO with a starting concentration of 10 mM and were diluted to 2.5 mM, 250 µM, and 25 µM with a mixture of 50% DMSO and 50% phosphate-buffered saline (PBS). Each well (48-well plate) of cells received a total volume of 250 µl of tet-FBS-reduced media with 1 µl of the designated treatment drug at each concentration (final concentration of drug 10, 1, and 0.1 µM). Control wells received 250 µl of tet-FBS-reduced growth medium with the appropriate, equivalent DMSO concentration. Cells were collected after 5 days with an accutase dissociation (further described in the cell collection section).

### Hashing for sci-Plex

To harvest cells for sci-Plex nuclei processing, the cells were rinsed either in 24- or 48-well plates with 200 µl HBSS (Hank’s basal salt solution, Gibco, #14025-134), and then 200 µl of Accutase (Sigma, #A6964-100ML). For experiments performed in 24-well plates, the accutase was incubated on the cells an additional 1 min at room temperature before being removed. The cells were incubated with any residual accutase at 37°C for 5 min. Cells were then resuspended in 200 µl of 1% tet-FBS-reduced growth medium with a wide-bore P200 pipette tip to isolate single cells. The entire volume of the single-cell suspension was transferred to a v-bottom 96-well plate on ice. The hashing of glia used a protocol adapted from the original sci-Plex publication (Srivatsan et al., 2020). Briefly, dissociated cells were centrifuged at 600 × *g* for 5 min in 96-well v-bottom plates. Note that all centrifugation steps, including this one, were performed in a chilled swinging bucket centrifuge (4°C). Media was aspirated, and 200 µl 1× dPBS (no calcium, no magnesium) was added to each well. The plate was centrifuged at 600 × *g* for 5 min and the dPBS was pipetted off. To each well containing cells, 50 µl of CLB + hash solution (45 µl of Cold Lysis Buffer – 10 mM Tris/HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL, 1% [vol/vol, Sigma-Aldrich, I8896], SuperaseIn RNase Inhibitor [20 U/µl, Ambion, AM2694], 1% [vol/vol] bovine serum albumin [BSA] [20 mg/ml, NEB, B9000S] + 5 μl of hash oligo [10 μM, IDT (Integrated DNA technologies)]) was added and then mixed by pipetting up and down for 5–10 strokes. The plate was incubated on ice for 3 min, after which, 200 µl of fixation buffer (5% paraformaldehyde [EMS, cat. no. 50-980-493], 1.25× dPBS (Dulbecco’s Phosphate-Buffered Saline)) was mixed with the nuclei by pipetting up and down for 10 strokes. The cells were incubated with the fixative for 15 min on ice during which the hashes were affixed to the nuclei. All nuclei from all wells were then collected into a single 15 or 50 ml conical tube, depending on the size of the experiment, and centrifuged for 5 min at 800 × *g*. Pellets were resuspended in 1 ml of NSB (Nuclei Buffer + SuperaseIn + BSA – 10 mM Tris/HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% [vol/vol] BSA, 1% [vol/vol] SuperaseIn RNase Inhibitor), and centrifuged again for 5 min at 800 × *g*. One final wash with 1 ml of cold NSB was performed. Upon resuspension, nuclei were transferred to a 1.5-ml LoBind microcentrifuge tube (Eppendorf, Z666491) and counted using a hemocytometer. The 1.5 ml tube was placed within a 15-ml conical and centrifuged in a swinging bucket centrifuge for 5 min at 800 × *g*. The nuclei were resuspended in 500 µl of NSB and flash frozen in liquid nitrogen before being stored at −80°C.

### Sectioning and immunostaining

For immunohistochemistry, whole eye globes were fixed for 30 min in 4% paraformaldehyde after lens removal. Eyes were then soaked in 30% sucrose overnight and processed for sectioning the following day. For sectioning, retinas were frozen in O.C.T. and cryosectioned at 18 μm thickness. Slides were washed in PBS two times for 10 min and then primary antibodies were applied overnight in 10% normal horse serum (Vector Labs, #S-2000-20), 0.5% Triton X-10 (Sigma, #T8787-100ML), and PBS. The following day sections were rinsed two times for 10 min in PBS and secondary antibodies were applied at a concentration of 1:1000 in PBS for 1 hr. Slides were washed again in PBS and then coverslipped using Fluromount-G (Southern Biotechnology, #0100-01).

**Table:** 

Antibody/stain	Source	Catalog #	RRID	Dilution
**Primary**				
Chicken anti-GFP	Abcam	Cat#: Ab13970	RRID: AB_300798	1:1000
Goat anti-OTX2	R&D Systems	Cat#: BAF1979	RRID: AB_2157171	1:500
Mouse anti-HuC/D	Invitrogen	Cat#: A-21271	RRID: AB_221448	1:500
**Secondary**				
Donkey anti-chicken 488	Jackson Immuno	Cat#: 703-545-155	RRID:AB_2340375	1:1000
Donkey anti-mouse 568	Life Technologies	Cat#: A10037	RRID:AB_2534013	1:1000
Donkey anti-goat 568	Life Technologies	Cat#: A11057	RRID:AB_2534104	1:1000
**Stain**				
DAPI	Sigma	Cat#: D9542	NA	1:7700

### Microscopy and cell counts

A Zeiss LSM880 confocal microscope was used to take images from the in vivo experiments. For quantifications, four images per retina at ×20 objective were taken and both eyes were combined for a biological n. Statistical significance between treatments was determined using an unpaired *t*-test.

### 10× library preparation

Dissociated and GFP+ FACs sorted cells prepared 21 days after NMDA injury were subjected to the standard 10× workflow for Single Cell 3′ v3.1 Dual Index Gene Expression kit (Dual Index Kit TT Set A 96 rxns, 10× Genomics, 1000215).

### sci-RNA-seq

After hashing, the nuclei were subjected to the original 2-level sci-RNA-seq protocol (Cao et al., 2017) with minor modifications. Briefly, the hashed nuclei were thawed on ice, subjected to centrifugation at 800 × *g* for 5 min, the liquid was aspirated away, and then the nuclei were incubated on ice for 3 min in 500 µl of NSB + 0.2% Triton X-100 (Thermo Fisher, A16046.AP). Permeabilized nuclei were centrifuged for 5 min at 800 × *g*, resuspended in 400 µl NSB, and counted using a hemocytometer. The desired number of nuclei was subjected to one final centrifugation step at 800 × *g* for 5 min. They were then resuspended to a concentration of ~800–3000 nuclei per µl across 3–4× twin.tec 96 Well LoBind PCR Plates (Eppendorf, 0030129512) in NSB. The RT reaction was carried out using an increasing temperature gradient (4°C 2 min, 10°C 2 min, 20°C 2 min, 30°C 2 min, 40°C 2 min, 50°C 2 min, 55°C 15 min), but was otherwise the same as in Cao et al.

All nuclei were pooled. DAPI (4′,6-diamidino-2-phenylindole, 3 µM final) (Invitrogen, D1306) was used to stain the DNA content of cells so that doublets and debris could be removed by sorting on the DAPI height versus DAPI area, and FSC (forward scatter) versus SSC (side scatter), respectively, using a FACSAria III cell sorter (BD Biosciences). Into each well of a twin.tec 96 Well LoBind PCR Plate, ~180 nuclei were sorted. This was performed across four to five plates depending on the experiment. Each of the wells that the nuclei were sorted into contained 5 µL of EB buffer (QIAGEN, 19086), 0.5 µl of 5× mRNA Second Strand Synthesis buffer (New England Biolabs, E6111L), and 0.25 µl of mRNA Second Strand Synthesis enzyme (New England Biolabs, E6111L). The plates were incubated at 16°C for 3 hr. Tagmentation was performed at 55°C for 5 min in 5.75 µl of Tagmentation mix 1.1 µl N7 loaded custom TDE1 enzyme (MacroLab, UC Berkeley) per 632.5 µl 2× TD (DNA tagmentation) buffer (20 mM Tris–HCl pH 7.6, 10 mM MgCl_2_, 20% vol/vol dimethyl formamide [Sigma-Aldrich, 227056-100ML]). The reaction was stopped with 12 µl of DNA binding buffer (Zymo Research, D4004-1-L). Ampure-based bead purification, PCR, and final library purification were performed as published previously (Cao et al., 2017). The library was visualized using a D1000 Screen Tape (Agilent Technologies, 5067-5583) and quantified by Qubit using Broad Range DNA reagents (Invitrogen, Q32853).

In-depth protocols can be found on protocols.io under the title.

Single-cell RNA sequencing library preparation (2-level sci-RNA-seq).

### Sequencing analysis

#### sci-Plex initial processing

The sci-Plex libraries were sequenced on an Illumina Nextseq550 (High Output 75 cycle kit) with 18 cycles for Read1, 10 cycles for each index, and 52 cycles for Read2. The reads were demultiplexed and then aggregated into individual cells using a pipeline developed by the Brotman Baty Institute (BBI) which is available at the bbi-lab github page under the bbi-dmux and bbi-sci repositories (https://github.com/bbi-lab/bbi-dmux [Pliner, 2024a]; https://github.com/bbi-lab/bbi-sci [Pliner, 2024b]). Custom code was used to incorporate the hash information outputted by the pipeline into a Monocle3 object.

#### Filtering and dimensionality reduction (Pulse vs Timecourse)

Cells with <500 UMIs and >20,000 UMIs were discarded. The ratio of the most common hash barcode to the second most common hash barcode was calculated (top_to_second_best_ratio). For the time course experiment, all cells with a top_to_second_best_ratio > 4 were retained. A cutoff of a top_to_second_best_ratio > 5 was used for the pulse experiment. Using Monocle3, the two datasets were combined with combine_cds() and subjected to dimensionality reduction to generate a 2D UMAP from 20 PCA dimensions, a UMAP mindist of 0.1, and 50 nearest neighbors. To best align the two datasets, align_cds(alignment_group = "experiment", residual_model_formula_str = "~log10(n.umi)", preprocess_method = "PCA") was applied after preprocess_cds() but before reduce_dimension() in the standard Monocle3 pipeline. Clustering was performed with a resolution of 6 × 10^−4^, and cell types were assigned using marker genes (Supplementary file 1a).

#### Pseudotime analysis (Pulse vs Timecourse)

Pseudotime scores were calculated with the root node set to the node at the center of the MG cluster. DEG analysis (fit_models()) was performed across pseudotime for cells with a pseudotime score of >10 and <20. Genes with an effect size of magnitude <0.08 were filtered out. The remaining 250 genes with the lowest *q*-value were used in downstream analyses (Dataset S1). Expression heatmaps were constructed with ComplexHeatmap (Gu et al., 2016; Gu, 2022) using all cells with a non-infinite pseudotime score. Cells were ordered by their pseudotime score and *z*-scores of the normalized_counts() are displayed.

#### Filtering and dimensionality reduction (small molecule screen)

For both Collections 1 and 2, cells with <500 UMIs, >20,000 UMIs, or a top_to_second_best_ratio < 5 were discarded. Additionally, any cells with >15% mitochondrial reads were removed from downstream analyses. The data from Collections 1 and 2 were combined as above and then subjected to dimensionality reduction with 30 PCA dimensions, a mindist of 0.1, and 100 nearest neighbors. Clustering was performed with cluster_cells() using a resolution of 1 × 10^–4^. Marker genes were used to annotate cell types (Supplementary file 1a).

#### Sub clustering of reprogramming MG cells (small molecule screen)

The cells annotated as Bipolar and Reprogramming_MG were selected and dimensionality reduction was performed of the subset of cells with 30 PCA dimensions, a mindist of 0.1, and 12 nearest neighbors. A resolution of 5 × 10^–4^ was used for clustering. Common markers were used to assign cell types on a cluster by cluster basis (Supplementary file 1a), but some clusters could not be assigned in this manner. To find the sets of genes that most specifically define these unknown clusters, for each gene, the fraction of cells within a cluster that express the gene as well as the mean expression of that gene within a cluster were calculated. The mean expression values were then normalized to sum to one across all cell types for a given gene. This was used as input for Jensen Shannon distance calculations comparing the observed normalized expression distribution across cell types to simulated distributions in which all expression of a given gene comes from a single-cell type. This was done for each cell type across all genes. Specificity scores were calculated by subtracting the Jensen Shannon distance from 1. The genes with a fraction expressing >0.05 and a specificity of >0.3 were categorized as highly specific for that cell type. For each Unknown cluster, the highly specific genes were used as input to enrichGO() from the clusterProfiler package with a pvalueCutoff of 0.01, qvalueCutoff = 0.05, and Benjamini–Hoechberg adjustment using the org.Mm.eg.db OrgDb. The enriched biological processes (BP) were then displayed by barplot.

#### Cell type quantification and fold-change analysis

Heatmaps of cell type abundance across treatments were generated with complexHeatmap(). For fold-change calculations, the BP and NeuPre cell types were merged (Neuronal), as were the ProL (early) and ProL (late) cells (ProL). Any treatments with fewer than 20 cells recovered were discarded. A cell type by treatment matrix was generated and size_factor() adjusted. The matrix was used to calculate the fold change in cell counts of each treatment compared to the Ascl1 only condition for all cell types. The total cell counts from each condition were also tabulated.

#### 10× initial processing

The 10× libraries were sequenced on an Illumina Nextseq500 (150 cycle kit) with 28 cycles for Read1, 10 cycles for each index, and 90 cycles for Read2. The reads were processed using CellRanger (3.1.0) (Zheng et al., 2017) with the default settings. The output was imported into Monocle3 (1.0.0) (Cao et al., 2019), and the D21 data was combined into a single object with the previously published D5 and D9 datasets (Todd et al., 2020).

#### Filtering and dimensionality reduction (in vivo)

Cells with <2500 UMIs (D5 and D21) or <3000 UMIs (D9) were discarded. Using Monocle3, the three datasets were combined with combine_cds() and subjected to dimensionality reduction to generate a 2D UMAP from 20 PCA dimensions, a UMAP mindist of 0.1, and 50 nearest neighbors. To best align the two datasets, align_cds(alignment_group = "sample", residual_model_formula_str = "~log10(n.umi)", preprocess_method = "PCA") was applied after preprocess_cds() but before reduce_dimension() in the standard Monocle3 pipeline. Clustering was performed with a resolution of 6 × 10^–4^, and cell types were assigned using marker genes (Supplementary file 1a).

#### Pseudotime analysis (in vivo)

Pseudotime scores were calculated with the root node set to the node at the center of the MG cluster. Expression heatmaps were constructed with ComplexHeatmap (Gu et al., 2016; Gu, 2022) using all cells with a non-infinite pseudotime score. Cells were ordered by their pseudotime score and *z*-scores of the normalized_counts() are displayed.

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Thomas A. Reh ().

#### Materials availability

No unique materials were generated by this study.

## Data Availability

The single-cell sequencing data have been deposited at GEO: GSE239731. All code used for the analysis has been uploaded to github at https://github.com/atresen/sci-plex_glia/tree/main (copy archived at Tresenrider, 2024). The following dataset was generated: TrapnellC RehTA TresenriderA HooperM ToddL KierneyF BlasdelN 2024A multiplexed, single-cell sequencing screen identifies compounds that increase neurogenic reprogramming of mammalian Muller gliaNCBI Gene Expression OmnibusGSE23973110.7554/eLife.92091PMC1163746439665620

## Additional files

MDAR checklist

Supplementary file 1. Marker genes used for cell type annotation.

# Supplementary material for: A multiplexed, single-cell sequencing screen identifies compounds that increase neurogenic reprogramming of murine Muller glia
**Source:** eLife. 2024 Dec 12;12:RP92091. doi: 10.7554/eLife.92091
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Sectioning and immunostaining section in Materials and Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Primary cell culture, MG freezing, thawing, and plating section in Materials and Methods |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Mouse injections and husbandry section in Materials and Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | There are citations of protocols in the Hashing for sci-Plex section and the sci-RNA-seq section. |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation | Mouse injections and husbandry |  |
| Blinding | Mouse injections and husbandry |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Only the Pulse and Timecourse experiments single cell sequencing experiments had replicated wells as referenced in the Figure 1 legend. The mouse in vivo replicates are described in a table in the Mouse injections and husbandry section |  |
| Define whether data describe technical or biological replicates. | The single cell sequencing replicates are technical replcates and the in vivo replicates are biological. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Mouse injections and husbandry lists the IACUC number |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Figure legend for Figure 3I |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Resource Availability – Data Availability section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Resource Availability – Data Availability section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | The Validating sci-Plex hits in an *in vivo* neuronal regeneration paradigm sectoin provides a citation for the Day 5 and 9 single cell sequencing data |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Resource Availability – Data Availability section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Resource Availability – Data Availability section |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Software packages used are cited throughout the Sequencing Analysis section. |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

# Supplementary material for: A multiplexed, single-cell sequencing screen identifies compounds that increase neurogenic reprogramming of murine Muller glia
**Source:** eLife. 2024 Dec 12;12:RP92091. doi: 10.7554/eLife.92091
**Supplement:** Supplementary file 1.

**Supplementary File 1**

A multiplexed, single-cell sequencing screen identifies compounds that increase neurogenic reprogramming of murine Muller glia.

Amy Tresenrider^1^, Marcus Hooper^2^, Levi Todd^2^, Faith Kierney^2^, Nicolai Blasdel^2^, Cole Trapnell^*,1,3,4^, Thomas A. Reh*^,#2^

Thomas A. Reh and Cole Trapnell

**Supplementary file 1a.** Marker genes used for cell type annotation.

| **Experiment** | **Cell Type** | **Markers** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Tc/pulse** | MG | *Aqp4* |  |  |  |  |  |  |
| **Tc/pulse** | ProL | *Ascl1* | *↓Aqp4* | *Hes6* | *Dll1* | *Dll3* |  |  |
| **Tc/pulse** | Transition | *high Ascl1* | *↓Aqp4* | *↑Snap25* | *↑Dcx* | *Hes6* | *Dll1* | *Dll3* |
| **Tc/pulse** | NeuPre | *Snap25* | *Dcx* | *Gap43* | *Hes6* | *Dll3* | *Elavl3* |  |
| **Tc/pulse** | BP | *Otx2* | *Cabp5* | *↑Snap25* | *↓Hes6* | *↓Dll3* | *Trpm1* | *Grm6* |
| **Tc/pulse** | Astrocyte | *Gfap* | *Pax2* |  |  |  |  |  |
| **Tc/pulse** | Microglia | *Spp1* | *P2ry12* |  |  |  |  |  |
| **Tc/pulse** | FibroL | *Fn1* | *Lox* | *Col4a1* |  |  |  |  |
| **Tc/pulse** | Unknown |  |  |  |  |  |  |  |
| **Screen_all** | Reprogramming | *Vsx2* | *Aqp4* | *Rlbp1* |  |  |  |  |
| **Screen_all** | Bipolar | *Otx2* | *Cabp5* | *↑Snap25* | *↓Hes6* | *↓Dll3* | *Trpm1* | *Grm6* |
| **Screen_all** | Astrocytes | *Gfap* | *Pax2* |  |  |  |  |  |
| **Screen_all** | Microglia | *Spp1* | *P2ry12* |  |  |  |  |  |
| **Screen_all** | FibroL | *Fn1* | *Lox* | *Col4a1* |  |  |  |  |
| **Screen_all** | Astrocyte-derived neuron | *Gap43* | *Dcx* | *Snap25* | *↓Vsx2* |  |  |  |
| **Screen_all** | Proliferating | *Mki67* | *Top2a* | *Col4a1* | *Fn1* | *Lox* | *Vsx2* | *Aqp4* |
| **Screen_mg** | MG | *Aqp4* | *Apoe* |  |  |  |  |  |
| **Screen_mg** | ProL (early) | *Aqp4* | *Gfap* | *Apoe* | *Hes5* | *Fosb* | *Ascl1* |  |
| **Screen_mg** | ProL (late) | *Ascl1* | *Fn1* | *Hes5* |  |  |  |  |
| **Screen_mg** | Transition | *Ascl1* | *Gfap* | *Snap25* |  |  |  |  |
| **Screen_mg** | NeuPre | *Gap43* | *Snap25* | *Dcx* |  |  |  |  |
| **Screen_mg** | BP | *Snap25* | *Vsx2* | *Cabp5* | *Otx2* | *Grik1* |  |  |
| **Screen_mg** | ER stressed | *Hspb1* | *Trib3* |  |  |  |  |  |
| **Screen_mg** | Immune reactive | *Pik3ap1* | *Mpeg1* |  |  |  |  |  |
| **Screen_mg** | Undefined neuron | *Otx1* | *Neto1* |  |  |  |  |  |
| **Screen_mg** | Unknown | *Slc5a5* | *Perp* |  |  |  |  |  |
| **In_vivo** | MG | *Aqp4* | *Rlbp1* |  |  |  |  |  |
| **In_vivo** | Transition | *Aqp4* | *Rlbp1* | *Ascl1* |  |  |  |  |
| **In_vivo** | NeuPre | *Otx2* | *Nrxn3* |  |  |  |  |  |
| **In_vivo** | Bipolar | *Snap25* | *Cabp5* | *Syt1* | *Nrxn3* |  |  |  |
| **In_vivo** | Cones | *ARR3* | *SYT1* | *SNAP25* |  |  |  |  |
| **In_vivo** | Rods and Proliferating Cells | *Rho* | *Nrl* | *Mki67* | *Top2a* |  |  |  |
| **In_vivo** | Astrocyte | *Pax2* | *Gfap* |  |  |  |  |  |
| **In_vivo** | Microglia | *Tmem119* | *P2ry12* | *Spp1* |  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

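The data come from 5 libraries of MG. The 4 sci-Plex libraries (Timecourse, Pulse, Collection 1, Collection 2) hold nuclei of cultured MG with inducible Ascl1, each tagged with the hash of its well, and the last library holds GFP+ cells sorted from retinas 21 days after NMDA and TSA. For sci-Plex the authors demultiplexed reads and aggregated them into cells with the bbi-dmux and bbi-sci pipeline and added the hashes to a Monocle3 object, on GRCm38. The deposited tables list every barcode from 100 UMIs on with its RNA UMIs and hash UMIs as counts, its mitochondrial UMIs as a percent, the top_to_second_best_ratio as a ratio of the most common to the second hash, and, for Collection 2, the authors' Scrublet score. The deposited day 21 matrix holds UMI counts per gene and cell. The submitters' notes name Cell Ranger 3.1.0, while its header names 6.0.2. Gene annotation files of the sci-Plex libraries hold no measurement and were not used.

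Cells of the sci-Plex libraries were kept with 500 to 20000 UMIs and a hash ratio over 4 (Timecourse) or over 5 (Pulse), or of at least 5 and with at most 15% mitochondrial UMIs (the screen). The ratio for the Timecourse is 4 in the paper's methods and 5 in a legend, and 4 was used. The wells of the study are the 12 Timecourse wells with the prefix TC or P and 0 to 5 days, 18 Pulse wells, and the compound and control wells of both collections. Wells with other labels, and 2 day 7 wells, were left out of the study's numbers. Compound names were read from the authors' source data by catalogue number. A well entered comparisons between compounds from 20 cells on, and a labelled well is one whose hash was found on any barcode. Sequencing depth per well is the median UMIs per cell, and the precision of a cell count is its exact Poisson 95% interval.

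Days of Ascl1 were related to cells and to median UMIs per well by Pearson and Spearman correlation with two-sided permutation p (100000 rearrangements), adjusted by Benjamini-Hochberg over the 4 relations, and repeated without the day 0 and without the day 5 wells. No Ascl1 and Ascl1 only wells were compared on log2 cells, log2 UMIs and mitochondrial percent by exact permutation within collections (400 arrangements, 3 measures). Compound differences were tested by the share of the spread in log2 cells between compounds against shuffled names (10000 shuffles), and 10 µM against 0.1 µM by sign-flip permutation of the log2 ratios of compounds with a cell left at both doses. Metformin, sodium 4-phenylbutyrate and valproic acid were tested against Ascl1 only by exact permutation. Shares have exact binomial 95% intervals, and ratios of single wells have exact intervals from their counts. A simulation without any effect gave p under 0.05 from the exact test in 4.4% of runs.

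Day 21 cells with at least 2500 UMIs and genes in at least 10 cells were scaled to 10000 UMIs per cell and log-transformed. Of 2000 variable genes those of the 5 drug pathways were left out, and 20 components, 50 neighbours and the Leiden method at resolution 1 gave the clusters (seed 0). A marker counted for a cluster when it was at least 1.5-fold higher than in all other cells and present in at least 10% of the cluster. A cluster of at least 20 cells, fewer than 50% of them doublets, took the type with the most markers of 16 marker lists if it had at least 3 and led the next type by at least 2. Rod and cone markers were joined as Photoreceptor. An unnamed cluster of at least 20 cells, fewer than 50% of them doublets, counted as MG-derived when both of its leading types were MG, Transition, NeuPre or bipolar. These thresholds, the joining, the unnamed clusters and the root of the diffusion pseudotime were set after the day 21 data had been seen. Pseudotime was divided into 5 bins of equal size.

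Genes were compared between Bipolar-like and MG-like cells as pooled UMIs per 10000, with a pseudocount of 0.5 UMIs and at least 20 UMIs in both classes together, and a gene was counted as higher or lower from 2-fold on. Fold intervals are exact for the 2 counts. Each of 14 fixed gene lists (6 of drug targets, the others glial, bipolar and synaptic, neuronal precursor, gliosis, immediate early, ER stress, interferon and rod genes) was summarised by its median log2 ratio and its percentile among 10000 random lists matched in abundance. The sets of genes along the paper's in vitro pseudotime were treated likewise. The spread of a list's median is the SD of the log2 ratios of all measured genes divided by the square root of the number of measured genes in the list. Single genes are named by rule, namely the 2 to 4 genes of a list with the most UMIs beside those of the paper, and the 10 genes with the largest ratios each way among genes with at least 200 UMIs and found in at least 25% of a class. The comparison was tested on simulated data, in which 200 of 12374 genes were changed 4-fold; 100% of raised and 100% of lowered genes were recovered, and 0.994% of unchanged genes passed 2-fold. Lists of raised, lowered and unchanged genes came out at percentiles 100, 0 and 32. Only 4-fold changes were simulated, so the test does not show how smaller shifts of a list are read. A single percentile for unchanged genes does not show the spread of percentiles without an effect. Genome positions are GRCm38.

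Alternatives changed the UMI minimum and maximum, the hash ratio, the mitochondrial maximum, the minimum of cells per well, the scale, the replicate block, single wells left out, the clustering, doublet removal, the minimum of UMIs per gene, means over cells and pseudotime in place of classes. Another 5 were added after the data had been seen, namely more than 500 UMIs, the day 7 wells, removal of the doublets marked in the Collection 2 table, empty compound wells counted as 1 cell in the comparison of doses, and every labelled well counted in the ranks of compounds. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9. Neuron counts per well were worked back as whole numbers from the rounded, size factor adjusted counts of the paper's source data, and their shares are of its totals of reprogramming MG. Cell types in the sci-Plex libraries, neuron percentages from the data themselves and the day 5 and day 9 libraries were left out, since counts per gene of these were not used here.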

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

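The tests on cell number per well, on other wells of the Timecourse library, on each experiment taken alone and on day 21 gene lists outside the drug pathways, and the 95% bootstrap rule for reading explanations, were chosen only after the result was seen, while the tests on hash UMIs and on a stricter hash ratio were fixed before the data were examined.

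Cells of wells without doxycycline carried 1.32 times the UMIs of cells of wells with doxycycline only in wells of the Timecourse library that the study does not report (permutation p = 0.00143, the smallest that 1400 arrangements allow). This was picked out because those wells are not in the study's analysis. The fold was 1.20 in plate 1 (3687 ± 277 against 3073 ± 259, n = 4 wells each, exact p = 0.0286) and 1.46 in plate 3 (3809 ± 551 against 2588 ± 28.9, n = 3 wells each, exact p = 0.1). Within the 24 tests on these wells both plates have an adjusted p of 0.392, so the difference rests on the test over both plates, which is outside that family.

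The fall of UMIs with days of Ascl1 could come from poorer capture of all molecules, from nuclei of 2 wells counted as 1, or from fewer cells per well. Hash UMIs had a Spearman rho with days of 0.52 in the Pulse (0.0753 to 0.817), where capture was set to need a value below -0.5. Each well received the same volume of hash oligo, and Pulse wells with more days tended to hold fewer cells. Hash UMIs per nucleus could rise for that reason alone, so the value does not exclude capture in the Pulse. In the Timecourse the rho was -0.28 (-0.757 to 0.39), which leaves capture open there too. At a hash ratio of 10 the rho of UMIs with days was -0.83 in the Pulse (-0.969 to -0.504), where counting nuclei of 2 wells as 1 needs a value above -0.3, which excludes it there; in the Timecourse it was -0.66 (-0.96 to -0.0945), and the Pearson fall was still past its threshold after 6267 cells had become 2684 (r = -0.71, adjusted p = 0.0216), so such nuclei are not shown to be its cause and stay open for a part of it. The rho of cells per well with days was 0.24 in the Timecourse (-0.451 to 0.764) and -0.56 in the Pulse (-0.839 to 0.0259), which leaves fewer cells open. Less RNA in cells that leave the glial state remains possible, and it was not tested.

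In the gliosis list Lcn2, a secreted marker of reactive glia, stood highest in MG-like cells at day 21, at 6.31 UMIs per 10000 (6.08 to 6.54) against 0.0245 in Bipolar-like cells, 258-fold (140 to 538). H2-K1, an antigen presentation gene, led the interferon list with 2.49 per 10000 in MG-like cells (2.35 to 2.64) and 0.766 in Bipolar-like cells. Both were picked out because the paper does not analyse these lists, and the cause was not tested.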

How the results depend on the processing

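Counts of cells depend on the filters, while the fall of UMIs with days stayed past its threshold under every setting. The higher UMIs of No Ascl1 wells did so too, except with the replicate block. Each p is unadjusted unless called adjusted, and a call rests on the adjusted p where results form a family. Of all results recomputed, 90 moved, 3 were stronger, 7 weaker and 6 reversed, and the others stayed the same. Settings were fixed before the data were examined, except for 5 chosen afterwards (the day 7 wells, more than 500 UMIs, the removal of doublets marked in the Collection 2 table, empty compound wells counted as 1 cell, and every labelled well counted in ranks). With the replicate block, which pairs wells by the letter in their names, the UMI difference between No Ascl1 and Ascl1 only was log2 0.53 (exact p = 0.0313, the smallest that 64 sign flips can give, adjusted p = 0.0938), that of cells -0.12 (p = 0.813) and that of mitochondrial percent -0.82 (p = 0.25). Without a UMI maximum nothing could move, since no barcode of the sci-Plex libraries had over 20000 UMIs. With every labelled well counted, the ranks of 16 compounds by mean cells moved over 1.5-fold and those of 76 did not, and H 89 went from rank 4 to rank 13.

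With a minimum of 300 UMIs the cells were 6439 in the Timecourse, 6186 in the Pulse and 22475 in Collection 2, and hashes were called for 63.7% (Timecourse), 64.8% (Pulse), 73.6% (Collection 1) and 65.7% (Collection 2). With 1000 UMIs the cells were 5776, 5134, 6006 (Collection 1) and 17209, the hashes 71.2% (Timecourse), 67.4% (Pulse) and 65.3% (Collection 2), and the median UMIs in Collection 2 2566. At a hash ratio of 3 the cells were 6954, 6519, 6679 and 24028 and the hashes 73.3%, 75.2%, 79.5% and 75.9%, and the log2 ratio of 10 to 0.1 µM in Collection 2 became -0.54 (permutation p = 0.028). At a hash ratio of 10 the cells were 2684, 4747, 5797 and 15997 and the hashes 38.9%, 59.2%, 68.9% and 50.9%, the Timecourse median was 4401 UMIs, cells per Pulse well against days gave r = -0.47 (p = 0.0498, adjusted p = 0.0664), and the log2 ratio of cells in No Ascl1 to Ascl1 only turned to 0.21 (exact p = 0.76). At a Timecourse ratio of 5 it held 5532 cells, with 62.1% of hashes called.

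Without a mitochondrial maximum the collections held 6547 and 25022 cells, and the mitochondrial difference of No Ascl1 to Ascl1 only was -2.65 points (exact p = 0.025, adjusted p = 0.0375). With 10% they held 5031 and 12903 cells, and the log2 ratio of cells turned to 0.10 (exact p = 0.89). On log2 values the Pulse cells against days gave r = -0.36 (p = 0.145, adjusted p = 0.193). With the day 7 wells the Timecourse held 7005 cells, and cells against days gave r = -0.0399 (p = 0.892). Leaving out single wells, the control ratio of cells ran from log2 -0.36 to 0.15 and turned positive without No Ascl1 B of Collection 1 (0.07), Ascl1 only C (0.15) or No Ascl1 C (0.11) of Collection 2. The mitochondrial difference ran from -1.12 to -0.33, with exact p = 0.04 (adjusted p = 0.06) for -1.12 without Ascl1 only C of Collection 2. Ranges were -0.69 to -0.51 for Pulse cells (adjusted permutation p = 0.0527 without day 0 well A and 0.0517 without day 0 well B), 0.09 to 0.50 for Timecourse cells, -0.94 to -0.89 for Pulse UMIs, -0.86 to -0.75 for Timecourse UMIs, 0.48 to 0.58 for control UMIs, and log2 0.38 to 0.67 for metformin, 0.34 to 0.61 for sodium 4-phenylbutyrate and 0.31 to 0.60 for valproic acid. With every well of 1 cell or more, the between-compound shares were 34.7% (permutation p = 0.357) and 40.8% (p = 0.119). With empty wells counted as 1 cell the log2 ratio of 10 to 0.1 µM was -1.65 in Collection 1 (permutation p = 1e-05, the smallest that 100000 sign flips can give) and -1.24 in Collection 2 (p = 0.00033), where compounds with a cell left at both doses gave -0.39 (p = 0.0874). Without the marked doublets Collection 2 held 17944 cells, with 71.8% of hashes called.

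At day 21, MG-like, Transition-like and Bipolar-like shares were 45.7%, 18.1% and 32.1% with 1500 UMIs. MG-like and NeuPre-like shares were 40.7% and 5.58% with 4000 UMIs. At Leiden resolution 0.5 MG-like, Transition-like and NeuPre-like shares were 32.3%, 30.7% and 12.6%, and at resolution 2 MG-like cells were 39.7%. MG-like and Bipolar-like shares were 44.9% and 21.8% with pathway genes kept and 43.0% and 32.3% with Scrublet doublets removed. With 30 components and 15 neighbours MG-like and Transition-like shares were 46.3% and 17.7%. With at least 50 UMIs per gene 4 TGF-beta, 0 Src/Sik and 0 LKB1/AMPK genes were lower, the BMP median was -3.66 and the in vitro cluster 2 median -1.32. Between the first and last pseudotime bins 4 TGF-beta, 0 Src/Sik and 2 LKB1/AMPK genes were lower, and the TGF-beta median was -0.10. With 4000 UMIs the BMP median was -3.51 and 0 Src/Sik genes were lower, and with means over cells 2 LKB1/AMPK genes were lower.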

Differences from the paper's values

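Comparisons with the day 7 wells, with more than 500 UMIs and with every labelled well were chosen only after the result was seen.

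Under the main settings no value stood further than 1.5-fold from the paper's. The paper gives 7004 Timecourse cells in 12 of its 30 wells, while the 12 wells here held 6267; adding the 2 day 7 wells gave 7005, and with more than 500 UMIs 7004, where the median was 3094.5 UMIs in place of the paper's 3172, which the 12 wells gave. The paper gives 265 screen wells and 264 were found, with 265 at a hash ratio of 3.

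The paper names metformin, sodium 4-phenylbutyrate and valproic acid as the most prominent cases of recovery above the average, which is not a claim about the highest count per well. By cells per well PF 05089771 in Collection 2 stood highest, at 193 against 124 for metformin, and 27 Collection 2 compounds in all had means above metformin's (22 with every labelled well counted). Relative to the median well of its own collection PF 05089771 stood at 1.59 against 1.77 for metformin, and 0 Collection 2 compounds stood above metformin. The choice between both rankings was not tested.

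Fig. 3E shows MG at about 40%, Transition at about 23%, NeuPre at about 4% and bipolar cells at about 33% at day 21, read by eye. Here 36.1%, 19.8%, 4.06% and 23.5% of the MG-derived cells had these names, and the denominator includes 182 and 200 cells in unnamed clusters. The cluster of 200 cells carried 6 NeuPre and 5 bipolar markers, and that of 182 cells 5 Transition and 4 MG markers. Which names the authors gave such cells was not tested. Bipolar-like cells came to 32.1% with a minimum of 1500 UMIs and to 32.3% without Scrublet doublets. They stayed at 23.9% with 4000 UMIs, 24.4% and 24.3% at Leiden resolution 0.5 and 2, and 22.9% with 30 components and 15 neighbours. Values further than 1.5-fold from the paper's arose at a hash ratio of 10 (2684 Timecourse cells, 38.9% with a hash), at a mitochondrial maximum of 10% (12903 Collection 2 cells), at Leiden resolution 0.5 (12.6% NeuPre-like) and with pathway genes kept (21.8% Bipolar-like).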

Other observations

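The lists of gliosis, interferon, immediate early, ER stress and rod genes, the other wells of the Timecourse library and the tests of catalogue order, metformin, native bipolar cells and doublets were chosen only after the result was seen.

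MG-like cells at day 21 carried more RNA of injury and immune genes than Bipolar-like cells. The median gliosis gene stood at log2 -5.23 in Bipolar-like against MG-like cells (10 of 11 genes lower by 2-fold or more, percentile 0), with Socs3, a brake on cytokine signaling, at 3.19 against 0.0612 UMIs per 10000 (52.2-fold, 35.2 to 80.9), Stat3 at 1.97 against 1.03 (1.91-fold, 1.70 to 2.15) and Serpina3n 33.9-fold lower (18.8 to 68.4). Interferon and antigen presentation genes stood at -2.71 (10 of 11 lower, percentile 0), with Irf1 17.3-fold lower (12.9 to 23.7), B2m 15.1-fold (11.3 to 20.5), H2-D1 3.96-fold and H2-K1 3.25-fold (2.87 to 3.69). Immediate early genes, which dissociation also switches on, stood at -2.50 (12 of 12 lower, percentile 0.01), with Fos at 89.3 against 20.3 and Jun at 53.9 against 7.79. ER stress genes stood at -0.43 (4 of 11 lower, 3 higher, percentile 2.62), where Ppp1r15a was 10.3-fold lower and the chaperone Hspa5 1.22-fold higher.

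Glial genes stood at -5.33 (16 of 16 lower, percentile 0) and bipolar and synaptic genes at 5.89 (24 of 25 higher, percentile 100), which follows in part from naming the classes by such genes. Neuronal precursor genes stood at -0.56 (7 of 15 lower, 4 higher, percentile 0.68), with Sox4, itself a NeuPre marker behind the name, at 4.06, 14.2, 19.9 and 4.14 per 10000 in MG-like, Transition-like, NeuPre-like and Bipolar-like cells. Rod genes stood at -1.21 (7 of 11 lower, 1 higher, percentile 0.23), with Sag 1.53-fold and Gngt1 3.85-fold higher. Of the paper's in vitro pseudotime clusters, genes of cluster 1 stood at 0.68 in vivo (58 of 131 higher, 35 lower, percentile 99.96), cluster 2 at -1.87 (15 of 24 lower, 3 higher, percentile 0) and cluster 3 at -3.64 (51 of 58 lower, 1 higher, percentile 0).

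The many cells in metformin, sodium 4-phenylbutyrate and valproic acid wells might reflect the order of the compounds on the plate or an effect of the compounds. Among the other Collection 1 compounds at 0.1 µM, cells followed catalogue number with a Spearman rho of 0.28 (-0.188 to 0.629), and a Pearson r of 0.51 (permutation p = 0.0062), and the Pearson values were 0.13 at 1 µM and 0.10 at 10 µM. A trend over the whole list cannot exclude an effect of the stretch where the 3 compounds lie, which leaves the order open. In that stretch H 89, CI 994 and dorsomorphin took ranks 4, 5 and 6 by wells with at least 20 cells. PD 407824 and PD 173074, also in it, took ranks 14 and 18. Other wells of the Timecourse library carry a dose number without a unit. There metformin labelled 0.1 held 0.875 times the cells of doxycycline only (0.752 to 1.07; 539 ± 103 against 610 ± 15.0, n = 3 wells each) and valproic acid labelled 1 held 0.625 times (0.293 to 1.32; 165 ± 120 against 205 ± 22.4, n = 4 wells each). An effect that repeats there was set to need at least 1.3 times, and the metformin interval lies below that. It resamples only 3 wells against 3, whose exact permutation p was 0.4 with a smallest possible p of 0.1. No rise was seen with metformin there, but such an effect is not excluded. The interval of valproic acid leaves it open too. Other doses of metformin and sodium 4-phenylbutyrate could not be read from these values, and none of 24 tests on these wells had an adjusted p under 0.392. Other wells there held 1.02 times the cells with DBZ, 1.14 times with WH-4-023 and 0.624 times with SB 431542 labelled 10.

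Bipolar-like cells may include native rod bipolar cells carried into the sort, cells derived from MG, or droplets with 2 cells. The median log2 ratio of 4 rod bipolar genes, Bipolar-like over MG-like, was 3.81 (0.339 to 6.58), past the bound of 3 set for native cells, but the interval leaves it open. Sebox had 42 UMIs against 0, Car8 15 against 0, Vstm2b 27 against 5, and Prkca was 1.27-fold higher (0.962 to 1.67). These genes cannot separate native rod bipolar cells from rod bipolar cells made by MG. Scrublet marked 0.917% of the Bipolar-like cells (0.299 to 2.13), but the naming rule had kept a cluster of 26 marked cells nearest to them from the name; with it 31 of 571 cells, or 5.43%, were marked (3.72 to 7.62), which excludes marked doublets as most of these cells, while doublets of like cells, which Scrublet can miss, stay open.

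The rule that an explanation is excluded when a 95% interval lies wholly outside the values it needs was added once the values were known. Capture in the Pulse and a repeated effect of metformin met that rule and were still left open, for the reasons given beside their values. By the values alone, capture by its Pulse value, fewer cells, stricter hashing and a repeated effect, each also where left open here, would have been excluded and native rod bipolar cells would have been accepted, while doublets would have stayed open, since 5.43% lies above the bound of 5% for excluding them.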
